# Gene and noncoding RNA regulation underlying photoreceptor protection: microarray study of dietary antioxidant saffron and photobiomodulation in rat retina

**Published:** 2010-09-03

**Authors:** Riccardo Natoli, Yuan Zhu, Krisztina Valter, Silvia Bisti, Janis Eells, Jonathan Stone

## Abstract

**Purpose:**

To identify the genes and noncoding RNAs (ncRNAs) involved in the neuroprotective actions of a dietary antioxidant (saffron) and of photobiomodulation (PBM).

**Methods:**

We used a previously published assay of photoreceptor damage, in which albino Sprague Dawley rats raised in dim cyclic illumination (12 h 5 lux, 12 h darkness) were challenged by 24 h exposure to bright (1,000 lux) light. Experimental groups were protected against light damage by pretreatment with dietary saffron (1 mg/kg/day for 21 days) or PBM (9 J/cm^2^ at the eye, daily for 5 days). RNA from one eye of four animals in each of the six experimental groups (control, light damage [LD], saffron, PBM, saffronLD, and PBMLD) was hybridized to Affymetrix rat genome ST arrays. Quantitative real-time PCR analysis of 14 selected genes was used to validate the microarray results.

**Results:**

LD caused the regulation of 175 entities (genes and ncRNAs) beyond criterion levels (p<0.05 in comparison with controls, fold-change >2). PBM pretreatment reduced the expression of 126 of these 175 LD-regulated entities below criterion; saffron pretreatment reduced the expression of 53 entities (50 in common with PBM). In addition, PBM pretreatment regulated the expression of 67 entities not regulated by LD, while saffron pretreatment regulated 122 entities not regulated by LD (48 in common with PBM). PBM and saffron, given without LD, regulated genes and ncRNAs beyond criterion levels, but in lesser numbers than during their protective action. A high proportion of the entities regulated by LD (>90%) were known genes. By contrast, ncRNAs were prominent among the entities regulated by PBM and saffron in their neuroprotective roles (73% and 62%, respectively).

**Conclusions:**

Given alone, saffron and (more prominently) PBM both regulated significant numbers of genes and ncRNAs. Given before retinal exposure to damaging light, thus while exerting their neuroprotective action, they regulated much larger numbers of entities, among which ncRNAs were prominent. Further, the downregulation of known genes and of ncRNAs was prominent in the protective actions of both neuroprotectants. These comparisons provide an overview of gene expression induced by two neuroprotectants and provide a basis for the more focused study of their mechanisms.

## Introduction

The photoreceptors (rods and cones) of mammalian retina are the most specialized, metabolically active and fragile of the nerve cells of the retina [1–3]. Photoreceptors are also the most vulnerable of retinal cells to genetic stress, induced by mutations in genes whose expression is specific to photoreceptors, and in ubiquitously expressed genes [4,5]. The breakdown of photoreceptor stability is a major element of age-related retinal disease, and therefore of age-related blindness [6].

The stress-induced death of photoreceptors is accompanied by damage to the survivors [7–9]. Both death and damage appear to be caused by oxidative stress, i.e., by the damaging effects of partially reduced forms of oxygen, often called reactive oxygen species. Absorption of light (the normal function of photoreceptor outer segments) increases oxidation of their lipids, creating morphological and functional damage as light exposure is increased [10–12]. The idea that light-induced damage is caused by oxidative stress is supported by evidence that levels of endogenous antioxidants increase following light damage [13–15], and that exogenous antioxidants are protective [15–21], for cones [22,23] as well as rods.

We have explored the neuroprotective potential of the ancient spice saffron, which shows a strong protective effect against light-induced damage of photoreceptors [24]. The stigmata of *Crocus sativus* contain powerful antioxidants (crocin, crocetin) in biologically high concentrations [25]; their multiple C=C bonds give the stigmata their color, fragrance, taste, and antioxidant potential. Their concentration in saffron may be an evolutionarily special case, as the plant is a sterile triploid bred by vegetative propagation for its fragrance, taste, color, and medicinal properties. In a recent double blind clinical trial [26], saffron (2 μg/day over 12 weeks) induced a partial but consistent recovery of the electroretinogram elicited from the macula, and of visual acuity. We have also pioneered the use of photobiomodulation (PBM) as a retinal neuroprotectant. Red to infrared (600–1,000 nm) light at low intensities promotes wound healing in skin and oral mucosa [27], and protects photoreceptors from toxin- [28], genetic- [29], and light-induced [30] damage. Furthermore, it reduces laser-induced retinal scarring. PBM delivered transcranially reduces cerebral pathology in animal models of brain damage [31–33] and in human ischemic stroke [34]. PBM acts partly by repairing mitochondrial function and upregulating oxidative phosphorylation [35]. Again, no harmful side effects have been reported at the doses used in this in vivo work (daily doses of 5 J/cm^2^ or less). To develop the understanding of these neuroprotective effects, we have used microarray techniques to identify the genes regulated by saffron and PBM in their protective actions.

## Methods

### Experimental organization

The protective potential of dietary saffron, and of PBM, was tested using a light damage assay. Animals were treated in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and with protocols approved by the ANU Animal Ethics Committee. Young adult Sprague Dawley rats aged P80–120 were reared in 5 lux cyclic light, and prepared in six groups. Each group comprised two males and two females.

#### Control

These animals were raised in 5 lux cyclic light, as above. They were routinely fed a vegetable (potato or rice) matrix, developed as a biodegradable packaging material, and we used the same matrix as vehicle for feeding them with saffron.

#### Saffron-exposed only

Animals were fed saffron at 1 mg/kg/day for 3 weeks. Saffron (stigmata of *Crocus sativus*, from the Abbruzzo region in Italy) was soaked in water (at 2 mg of spice/ml H_2_O) and 12 h was allowed for the major antioxidants, which are water-soluble [25], to dissolve fully. The solute was then fed to the rats by injecting a small volume into a piece of the vegetable matrix, which the animal readily ingested. The volume for each daily feed was calculated to provide the solutes from 1 mg of saffron/kg bodyweight. Tissue was collected 24 h after the last feed.

#### Photobiomodulation-exposed only

Animals were exposed to 670 nm red light from a WARP 75 source (60mW/cm^2^, Quantum Devices Inc., Barneveld, WI). Animals were handled gently over several days until they were adapted to handling. Each was then gently restrained with a towel and held under a Plexiglas platform with the head ~2.5 cm below the platform. The WARP75 device was placed on top of the platform and turned on for 3 min. This arrangement provided a fluence of 9 J/cm^2^ at the eye. The animals did not hide from or appear agitated by the red light. Animals were treated in this way once daily for 5 days at 9:00 AM. Tissue was collected 24 h after the last treatment.

#### Light-damaged only

The animals were kept individually in Plexiglas cages, with food kept on the floor of the cages and water offered from transparent containers, to ensure uniform exposure. After overnight dark adaptation, animals were exposed to bright (1,000 lux) light for 24 h, from a white fluorescent source. Exposure began and ended at 9:00 AM

#### Saffron light damaged

Animals in this group were fed saffron for 3 weeks, as above. At 9:00 AM on the last day of feeding, they were exposed to damaging light for 24 h, as above. Tissue was collected at the end of this 24 h period.

#### Photobiomodulation light damaged

Animals in this group were exposed to PBM, as above, for 5 days. Beginning at 9:00 AM on the last day of treatment, they were exposed to damaging light for 24 h, as above. Tissue was collected at the end of this 24 h period.

### Tissue collection

At the points in the protocol specified above, animals were euthanized with Lethabarb (60 mg/kg intraperitoneally). The retina from one eye of each animal was dissected free immediately, and placed in an individual tube containing RNA*later* (Ambion Biosystems, Austin, TX), and stored at 4 °C overnight. The following day, tubes were transferred to –80 °C. The fellow eye was fixed by immersion in 4% (W/V) paraformaldehyde for examination of morphology and immunohistochemistry.

Fellow eyes were marked on the superior aspect with indelible pen for future orientation, enucleated and immersion-fixed in 4% (W/V) paraformaldehyde for 3 h, washed in 1× PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_ at pH of 7.4) thrice, then cryoprotected by immersion in 15% (W/V) sucrose overnight. Eyes were sectioned at 12 μm on a cryostat in the superior-inferior axis.

### RNA extraction and analysis

RNA was extracted and purified using previously published methods [36]. To determine the quantity and purity of the sample, RNA was analyzed on an ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and a 2100-Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA samples were used only if the A_260_/A_280_ ratio was above 1.8 and the RNA integrity number was greater than 8.5.

### Microarray analysis

To study the changes in gene expression induced in the six experimental groups, we used 18 Affymetrix (Santa Clara, CA) Rat Genome ST arrays. These microarrays contain over 700,000 twenty-five-mer oligonucleotide features representing 27,342 genes. Labeling, hybridization, washing, and scanning of the microarray were performed at the Australian Cancer Research Foundation (ACRF) Biomolecular Resource Facility at the John Curtin School of Medical Research, Australian National University, following the manufacturers’ specifications. The arrays were scanned on the Affymetrix GeneChip 3000 7G high resolution scanner and analyzed using the GeneSpring GX v10 software (Agilent Technologies) and Partek Genomic Suite 6.4 Software (Partek Inc., St. Louis, MO). The hierarchical clustering was performed using GeneSpring on the full entity list (genes plus noncoding RNA [ncRNA]) for each of the six groups. Normalization was performed using the Robust Multichip Average (RMA) algorithm and only gene expression levels with statistical significance (p<0.05) were recorded as being “present” above background levels. Genes with expression levels below this statistical threshold were considered “absent.” For the box and whisker plot, we first ran a multivariate ANOVA (ANOVA) analysis on the six groups to identify genes whose expression was significantly varied (p<0.05, fold-change >2). This yielded a list of 187 entities, from which the box and whisker plot was generated.

The Partek Genomic Suite was used to identify genes and ncRNAs whose expression differed between experimental groups, typically between one experimental group and one control group. Data in the form of a computerized version of the .DAT file (CEL) files were imported and gene expression values were derived using the RMA algorithm on the “core” metaprobe list, which represents RefSeq genes and full-length GenBank mRNAs. For each comparison between treatment and control group, two-sample Student *t* tests were used to calculate the probability P that the expression of a gene had not changed. Genes and ncRNAs whose expression was significantly changed by treatment were selected using the criteria that p<0.05 and the fold-change in expression >2. The microarray data discussed in this publication have been uploaded to the National Center for Biotechnology Information (NCBI’s) Gene Expression Omnibus [37] and are accessible through gene expression omnibus (GEO) Series accession number GSE22818.

### Quantitative polymerase chain reaction

RNA for quantitative polymerase chain reaction (qPCR) was handled in the same way as RNA extracted for the GeneChip^®^ experiments. Three biologic groups were used, with one animal in each treatment group. Superscript III and the accompanying standard protocol (Invitrogen, Carlsbad, CA) were used to convert 1 µg of retinal RNA to cDNA (cDNA). TaqMan^®^ (Applied Biosystems, Foster City, CA) Gene Expression Mastermix (Cat# 4369514) and probes (Table 1) were used to assess the validity of gene expression changes identified in the microarray experiment using a StepOne Plus qPCR machine and StepOne software v2.1 (Applied Biosystems). Assays were performed in duplicate (to account for individual sample variability) and biologic triplicate (to account for biologic variability), with fold changes determined using comparative cycle threshold (Ct; delta-delta ct). Both glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and β-actin (*Actb*) were used as reference genes in all qPCR experiments.

**Table 1:** TaqMan Probes used for qPCR

**Name**	**Gene symbol**	**TaqMan assay ID**
angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	*Agt*	Rn00593114_m1
Beta actin	*Actb (Control)*	Rn00667869_m1
carnitine O-octanoyltransferase	*Crot*	Rn00583174_m1
chemokine (C-C motif) ligand 2	*Ccl2*	Rn01456716_g1
endothelin 2	*Edn2*	Rn00561135_m1
fatty acid binding protein 5, epidermal	*Fabp5*	Rn00821817_g1
fibroblast growth factor 2	*Fgf2*	Rn00570809_m1
glyceraldehyde-3-phosphate dehydrogenase	*Gapdh (Control)*	Rn99999916_s1
glial fibrillary acidic protein	*Gfap*	Rn00566603_m1
glutathione peroxidase 3	*Gpx3*	Rn00673916_g1
heme oxygenase (decycling) 1	*Hmox1*	Rn01536933_m1
optineurin	*Optn*	Rn00595346_m1
signal transducer and activator of transcription 3	*Stat3*	Rn00562562_m1
suppressor of cytokine signaling 3	*Socs3*	Rn00585674_s1
SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 1	*Smarcd1*	Rn01533317_m1

Listing of all TaqMan probes used in this project including the reference genes *Gapdh* and *Beta Actin*.

### TdT-mediated dUTP nick end labeling and quantification

Cell death was assessed by the TdT-mediated dUTP nick end labeling (TUNEL) technique to identify the fragmentation of DNA characteristic of apoptotic cells, following a previously published protocol [38] but using a fluorophore, Alexa 594, to visualize the enzymatic reaction. TUNEL-labeled sections were scanned from superior to inferior edge in 1 mm steps and the number of TUNEL-positive profiles in each 1 mm of the outer nuclear layer (ONL) was recorded. The frequency of TUNEL-positive profiles per mm of ONL was averaged from at least two sections per animal, and three or four animals were analyzed for each condition. The Student *t* test was used to compare the effects of different treatment conditions.

To demonstrate cell survival, the DNA-specific dye bisbenzimide (Calbiochem, La Jolla, CA) was used. Sections were incubated in the dye, diluted 1:10,000 in 1× PBS for 2 min at room temperature.

## Results

### Saffron and photobiomodulation (PBM) reduced photoreceptor death

Figure 1 shows the protection of light-stressed photoreceptors in rat retina achieved in the current work, confirming previous reports for saffron [24] and PBM [30]. Light stress caused the death of photoreceptors, shown as TUNEL-labeling of cells in the ONL (Figure 1B). Pretreatment with saffron or PBM reduced the number of TUNEL-positive cells in the ONL (Figure 1C, for PBM), as well as reducing the light-induced thinning of the ONL (data not shown). When quantitative data were pooled (Figure 1D), significant differences were apparent between the LD group on the one hand, and the saffron-treated and PBM-treated groups on the other (control versus LD, p<0.002 on two-tailed *t* test; LD versus saffron LD, p<0.0025; LD versus PBMLD, p<0.002).

**Figure 1:**
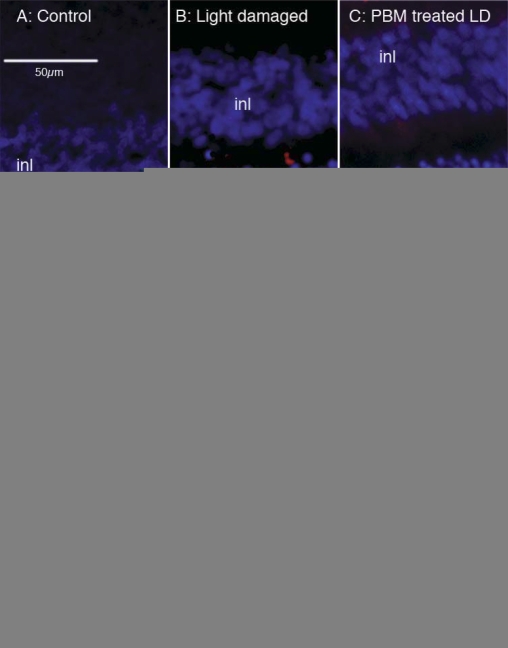
Photoreceptor rescue by saffron and photobiomodulation. Images show inner and outer nuclear layer of the retina, and the extent of damage caused by light damage to a control animal (**A**), to a animal subjected to light damage (LD; **B**) and to an animal pre-treated with photobiomodulation and then subjected to LD (**C**). The red label, applied with the TdT-mediated dUTP nick end labeling (TUNEL) technique, marks cells whose DNA is undergoing the fragmentation characteristic of apoptotic death. TUNEL-positive cells are confined to the ONL, i.e., they are the somas of photoreceptors. The number of TUNEL-positive cells is reduced by PBM pretreatment. **D**: Mean numbers of TUNEL-positive cells per mm of outer nuclear layer, for control, LD, SafLD, and PBMLD groups. The reductions in cell death caused by pretreatment with saffron and PBM were statistically significant.

### Global analyses of gene expression

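Retinal RNA of 18 rats, 3 in each of 6 groups, had been read on Affymetrix rat Gene 1.0 ST arrays. The groups were control, saffron (1 mg/kg/day for 3 weeks), PBM (670 nm, 3 min a day for 5 days), LD (24 h of bright light), and SafLD and PBMLD, in which the light followed the pretreatment. The deposited values were log2 intensities that the authors had summarised with RMA, and they were used as deposited. Each array held 29214 probe sets, called entities below. Of these, 15310 carried 1 gene symbol in the platform table, 323 carried several and 13581 carried none. The last class is called unnamed below, and the entities that the paper calls ncRNAs fall mostly in it.

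A limma model was fitted to the 18 arrays together, and an entity was called when its adjusted p was below 0.05 over all entities and its fold change was more than 2. Gene lists fixed before the values were opened were tested with camera at a preset correlation of 0.01, two-sided, and the adjusted p with an estimated correlation is given where a call was then lost. Values after a plus-or-minus sign are standard errors for differences and standard deviations for group levels, with n = 3 arrays per group throughout. Each array was left out in turn, and "without any 1 array" means whichever of them was left out. With 3 arrays against 3 no exact test can give a p below 0.1. In a trial on altered values, 98 of 100 planted changes of log2 1.5 were recovered, with 0 false calls. The trial checked the steps of the fit for LD against control. Its rates are not taken as those of the deposited arrays, which differed in reliability (array weights from 0.267 to 2).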

Four approaches were used to gain an overview of entity (gene and ncRNA) expression changes in the present data.

#### Hierarchical clustering analysis

The hierarchical clustering of individual replicates (Figure 2A) indicates that the patterns of gene expression in the three samples of each group were highly reproducible. 

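PBM retinas resembled one another most, with a mean Euclidean distance of 48.7 between arrays over all entities (46.2 to 50.2). Control arrays (54.5) and SafLD arrays (54.9, 47.1 to 60.5) were next. LD arrays lay 62.9 apart (50.1 to 70.5), saffron arrays 64.3 apart, and PBMLD arrays were spread most widely, at 76.5 (66.5 to 88.8). The list of lens genes also differed within groups: the mean log2 level of 16 lens genes was 11.02 in LD 1 and 10.97 in LD 3 but 8.61 in LD 2, and 10.17 in PBMLD 1 but 8.95 and 9.05 in PBMLD 2 and PBMLD 3. Its values were 10.25, 9.56 and 9.30 in the saffron arrays and 8.82, 8.61 and 9.21 in the control arrays. Each range rests on the distances between 3 arrays.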

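For 11 of 18 arrays the nearest other array over all entities came from the same group. This held for every LD, SafLD and PBM array, and for control 1 and control 2. The saffron arrays were nearest to control arrays, at distances of 51.2, 59.2 and 49.4, and control 3 was nearest to saffron 1 (52.5). Saffron retinas were thus not told from control retinas by overall expression. Over the alternatives set before the data were examined the number ranged from 8 to 16, and 16 was reached on entities chosen because they varied between the groups.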

Of the 18 samples (3 samples in each of 6 groups), 16 clustered most closely with samples from the same group. 

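PBMLD 1 was nearest to PBM 1 (distance 57.7), PBMLD 3 was nearest to PBM 2 (57.8) and PBMLD 2 was nearest to saffron 1 (71.9). SafLD 1 was nearest to SafLD 2 (57.1). PBMLD 1 also carried the weakest light response of its group in Ccl2, the monocyte chemokine, with a log2 level of 5.34 against 10.56 in PBMLD 2 and 8.10 in PBMLD 3. The SafLD arrays were more alike in this gene, at 9.23, 9.06 and 10.27.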

One exception was PBMLD1, which clustered with the PBM samples; the other was saffronLD1 (SafLD1), which clustered with two of the PBMLD samples. Because the saffron and PBM samples clustered closely within their respective groups, the two exceptions suggest some variability in the impact of LD on gene expression.

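The strength of the light response differed between retinas of the same group. The source names of the LD arrays give 100 lux and those of the PBMLD and SafLD arrays 1000, while the paper and the descriptions of all 3 groups give 1000. Over the 136 entities called higher in LD than in control, the median rise above the control mean was 1.17 log2 units in LD 1, 1.85 in LD 2 and 1.80 in LD 3. It was 0.52, 1.31 and 1.04 in the PBMLD arrays and 1.16, 1.45 and 1.54 in the SafLD arrays. Ccl2 was also lowest in LD 1 among the LD arrays, with levels of 9.13, 10.94 and 11.38. The entities were picked by the LD arrays themselves, so the LD values lean high. The paper proposes variability in the impact of light from 2 arrays that left their groups; by nearest arrays the PBMLD and saffron groups did not hold together.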

**Figure 2:**
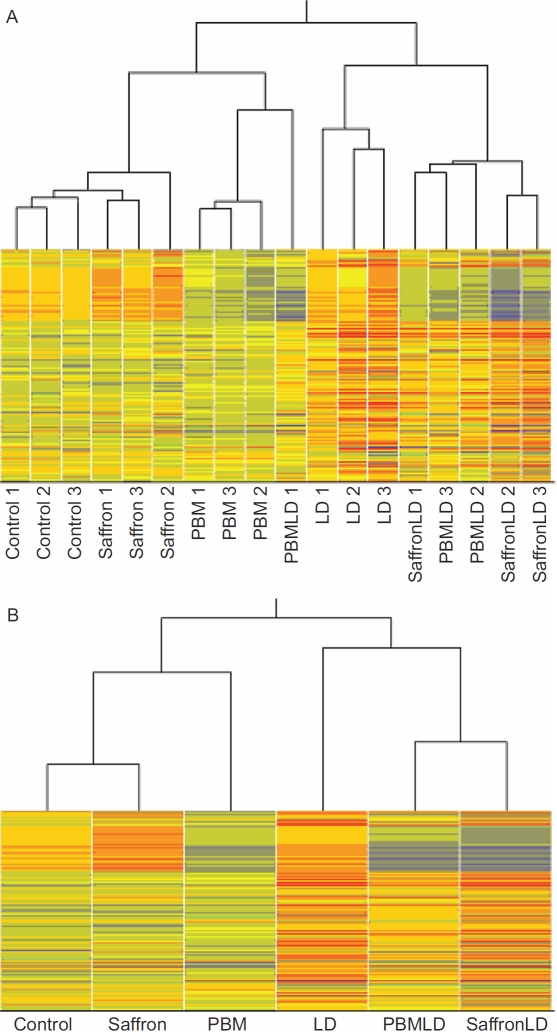
Hierarchical clustering diagram. This diagram shows the degree of similarity/difference between the 18 samples used in this study. Each column represents a sample; there were three control samples, three samples from retinas (each retina from a different animal) treated only with saffron, three from retinas/animals treated only with photobiomodulation (PBM), three from retinas/animals treated only with light damage (LD), three from retinas/animals treated with PBM and LD, and three from retinas/animals treated with saffronLD. The columns are arranged so that the most similar ones are next to each other. The branching lines at the top indicate in more detail the columns/samples that are most similar/different. **A**: With two exceptions, the three samples from each experimental group resembled each other more than samples in other experimental groups. The exceptions were PBMLD1, which resembled the PBM samples more closely than the other two PBMLD groups; saffronLD1, which resembled the PBMLD samples more closely than the other saffron LD groups. Of the three treatments used (PBM, saffron, LD), LD induced the most variable response by all assessments used. **B**: When expression values in the three samples of each of the six experimental groups were averaged, a distinct pattern of similarities emerged. The three saffron-only samples were closer to control than the PBM-only, suggesting that saffron by itself regulates fewer genes/entities than PBM. The LD-treated groups clustered together, with the two treated groups (PBMLD and SaffronLD) resembling each other more closely than the LD group. That is, treatment by PBM and Saffron before LD had broadly similar effects on the LD-induced regulation of genes/entities.

The pattern of clustering obtained when the group replicas were averaged is shown in Figure 2B. 

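Averaged by group, the LD profile did not lie with the other light-exposed groups under average linkage. PBMLD joined PBM first, at a distance of 41.1, and SafLD joined those 2 at 44.2. LD joined the branch of control and saffron at 48.1, and the 2 branches met at 50.7. With complete linkage LD joined SafLD instead, at 46.8. With centroid linkage LD joined last, outside all the other groups. The light response itself was large: Atf3, a stress transcription factor, was 13.7-fold higher in LD than in control (adjusted p = 3.0e-05, limma), and Gfap, made by stressed Muller cells, was 9.67-fold higher (adjusted p = 7.2e-06). The place of LD in the tree thus turned on the linkage, while the gene changes did not.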

The three samples exposed to LD cluster together, separate from the three groups not exposed, indicating that LD has a strong impact on retinal gene expression. 

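The mean saffron profile lay 35.5 from the control mean and the mean PBM profile 42.6 from it. Chst3, a chondroitin sulfotransferase, was called in PBM and not in saffron, at 1.84±0.21 log2 units above control in PBM (adjusted p = 6.0e-04) and 1.14±0.21 in saffron (adjusted p = 0.397). PBM and saffron were not compared directly, so neither the difference in Chst3 nor that between the 2 distances was tested. The paper reads this order as a sign of a stronger effect of PBM alone.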

In the three non-LD groups, the saffron-treated sample clustered closer to control retina, suggesting that PBM alone has a stronger effect on retinal gene expression than saffron alone. 

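The SafLD and PBMLD means lay 41.2 apart, and LD lay 48.1 from PBMLD. The pretreated groups had 41 entities called higher against control in both and 52 called lower in both. Independent lists of their sizes would share 0.252 and 0.228. Slc25a30, a mitochondrial carrier, rose in both, by 2.88 in SafLD (adjusted p = 8.0e-06) and 2.00 in PBMLD (adjusted p = 2.6e-04). It also rose by 2.75 in LD (adjusted p = 1.4e-05), so it does not set the pretreated groups apart from LD. Both counts use the same 3 control arrays, which cannot be divided into separate sets for this purpose, so part of the excess can come from shared controls; when unchanged groups were simulated, the shared lower calls averaged 0.03. LD shared 93 higher calls with SafLD (0.745 if independent) and 38 with PBMLD (0.214).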

Within the three LD-exposed groups, the retinas also exposed to photoreceptor-protective treatment (PBMLD, SafLD1) show gene expression closer to each other than to the LD group, suggesting that PBM and saffron modify the gene expression induced by LD in broadly similar ways.

#### Distributions of gene expression in the six averaged samples—the box and whisker plot

An overview of gene expression in our six experimental groups is gained from the “box and whisker” plot in Figure 3. There were 187 genes included in these analyses; these were selected by a multi-ANOVA analysis of the six experimental groups (p<0.05, fold change [FC]>2).

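Expression varied over the groups in 420 entities by the moderated F test, with adjusted p below 0.05 and more than 2-fold between some pair of groups. Of these, 228 were named genes and 192 were unnamed, and 146 were also called in LD against control. All 39 entities called in PBM against control were among them. An ordinary F test gave 629 entities unadjusted and 247 adjusted, and the moderated test with the fold taken against control alone gave 324. The box plot values below use the 420 entities.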

**Figure 3:**
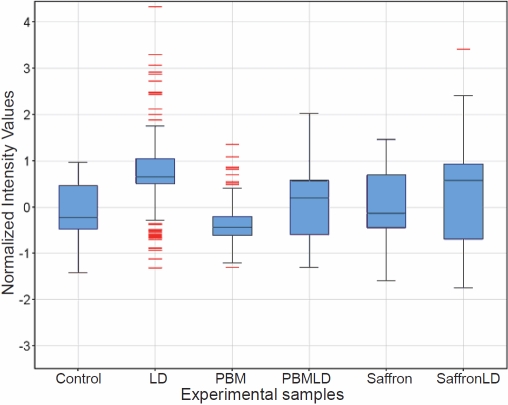
“Box and whisker” plots of the distributions of entity expression in the six experimental groups (replicates averaged). There were 187 genes included in these analyses; these were selected by a multi-ANOVA analysis of the six experimental groups (p<0.05, FC > 2). For each sample, the plot shows the median expression value of these genes as the horizontal line across the box. The upper and lower ends of the box mark the first and third quartile values, so that the box “contains” half of the sample value; the extensions show 1.5xIQR, where IQR is the interquartile range for the sample. The red lines indicate “outliers,” genes or ncRNAs whose expression level was greater or less than 1.5xIQR from the median.

For each sample, the plot shows the median expression value of these genes as the horizontal line across the box. The upper and lower ends of the box mark the first and third quartile values, so that the box “contains” half of the sample value; the extensions show 1.5xIQR, where IQR is the interquartile range for the sample. Expression values outside the extensions are considered outlying values, and are shown in red.

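Over the 420 varying entities, each set against its median over all arrays, the median was 0.62 log2 units in LD and -0.13 in control. The mean of the per-array values was 0.61±0.16 in LD and -0.06±0.05 in control (exact two-sided p = 0.1, the smallest possible with 3 against 3). In LD 21 entities lay above the whiskers and 17 below; in control 0 lay above and 1 below. The entities were selected for varying between the groups, so a shift in some group was built into the list.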

LD caused the median expression value to rise from the control value, with the expression of many entities (genes or ncRNAs) lying in outlier regions (12 above, 16 below). Saffron has relatively little effect on the distribution of gene expression levels, but PBM narrows the distribution and creates outliers. These two protective treatments thus seem to have distinctive effects. 

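Saffron arrays averaged 0±0.03 on the same scale (exact two-sided p = 0.3 against control), with a median of -0.06, an interquartile range of 0.90 and 1 entity outside the whiskers. PBM arrays averaged -0.36±0.04 (exact p = 0.1). The PBM median was -0.39, the interquartile range narrowed from 0.83 in control to 0.50, and 16 entities lay above the whiskers with 1 below. With the control mean as reference the contrast turned: PBM had an interquartile range of 0.90 with 1 above and 2 below, and saffron one of 0.40 with 6 above and 4 below. An exact p of 0.3 with 3 arrays does not show that saffron had no effect.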

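The median of the varying entities was 0.29 in SafLD and 0.02 in PBMLD. Per array the values averaged 0.23±0.05 in SafLD (exact p = 0.1 against control) and -0.03±0.10 in PBMLD (exact p = 0.8). Both differed from LD as far as 3 arrays against 3 can show (exact p = 0.1 for each, two-sided). SafLD had 1 entity outside the whiskers and PBMLD had 2, while the interquartile range widened to 1.39 in SafLD and 0.98 in PBMLD from 0.66 in LD, so fewer points fell outside wider boxes. With the control mean as reference the medians were 0.59 in LD, 0.54 in SafLD and 0.22 in PBMLD. The lower SafLD median thus depended on the reference. On the list from an ordinary analysis of variance they were 0.56, 0.20 and -0.07.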

Finally, the effect of PBM and saffron given before LD was to reduce the LD-induced increase of the median and to reduce the number of outliers (to none in PBMLD, one in saffron LD).

#### Venn diagram analysis: entities associated with neuroprotection

A third overview of entity regulation associated with the neuroprotective actions of PBM and saffron is given by a Venn diagram analysis (Figure 4); numbers are shown separately for known genes and ncRNAs. The diagram is applied to three sets of regulated entities—those regulated by LD (compared to control); those regulated by LD when preceded by PBM (compared to control): and those regulated by LD when preceded by saffron feeding (compared to control). 

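The largest single increases in light were in chemokine, interferon, acute-phase and stress genes. Against control, Ccl2 rose 38.4-fold (5.26±0.84 log2 units, adjusted p = 0.00316) and Ccl3 17.8-fold (adjusted p = 0.00114); both proteins attract monocytes. The acute-phase gene Serpina3n rose by 3.85±0.57 (adjusted p = 0.00158), the interferon-induced GTPase Gbp2 by 3.75±0.58 (adjusted p = 0.00215), and the cytokine targets Osmr by 2.60±0.38 and Cish by 3.36±0.50. The largest decreases were in Esrrb, a nuclear receptor of rods, at -2.34±0.33 (adjusted p = 0.00114), Plpp2 at -2.02±0.25 and Reep6, needed by rods, at -1.65±0.24. In all, 155 entities were called, 136 higher and 19 lower. Without LD 3 the count was 91 and without LD 1 it was 293. Cxcl10 (4.27±0.89), Lcn2 (3.48±0.65), Rsad2 (3.48±0.66) and Mmp3 (3.46±0.67) were also called, but none of them held without LD 3 (adjusted p = 0.175, 0.0832, 0.102 and 0.106) or without LD 2 (0.118, 0.0559, 0.0724 and 0.0767). Without any 1 of the control arrays Cxcl10 (adjusted p = 0.0818 to 0.0975), Rsad2 (0.0516 to 0.0626) and Mmp3 (0.0511 to 0.062) were lost as well, and Lcn2 without control 2 (0.0625).

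The glial reactivity list rose with a median of 1.27 (18 genes, adjusted p = 6.4e-30) and held with an estimated correlation (adjusted p = 0.00931), and the gp130 cytokine list rose by 0.95 (18 genes, adjusted p = 3.4e-19, and 0.0156 with an estimated correlation). Adjusted over the list alone, 15 and 13 of their genes were higher. The interferon list rose by 1.33 (26 genes, adjusted p = 4.6e-28; 21 higher, adjusted over the list alone; adjusted p = 0.113 with an estimated correlation). The NF-kB list rose by 1.16 (16 genes, adjusted p = 3.9e-21; 14 higher and 1 lower, adjusted over the list alone; 0.0541 with an estimated correlation), and the chemokine list by 0.91 (24 genes, adjusted p = 4.8e-17; 14 higher and 1 lower, adjusted over the list alone; 0.134 with an estimated correlation). The list of 16 lens genes moved the same way, by a median of 1.1 and a mean of 1.32 (adjusted p = 3.5e-10, and 0.268 with an estimated correlation). Adjusted over the list alone, 12 of the lens genes were higher. From 9 to 12 genes of each of these lists but the lens list stand in the paper's tables, so the lists are not independent evidence.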

LD regulated 175 entities. Of these, 50 (44 known genes, 6 ncRNAs) were not regulated beyond criterion when LD was preceded by conditioning with PBM (PBMLD) or with saffron (SafLD). That is, the expression of these 50 entities (listed in Table 2) was suppressed by both PBM and saffron conditioning. 

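Of the 155 entities called in LD, 47 were called in neither pretreated group (39 named, 8 unnamed), 2 were shared with PBMLD alone, 64 with SafLD alone and 42 with both. Tested directly, Npas4, an activity-dependent transcription factor, was 1.65 log2 units lower in PBMLD than in LD (-1.65±0.34, adjusted p = 0.0496), and so were the glial adhesion receptor Cd44 (-0.98±0.20, adjusted p = 0.0494), the tubulin Tubb6 (-1.16±0.23, adjusted p = 0.0415) and the plasminogen activator Plat (-0.84±0.17, adjusted p = 0.0415). In PBMLD against LD, 6 of the 155 had an adjusted p below 0.05 in the opposite direction to the light, or 88 when adjusted over the list alone. In SafLD against LD the numbers were 0 and 4. Among the entities called in LD with 1 array left out, the 6 became 84 without LD 1, 25 without PBMLD 2, 20 without LD 2, 3 without control 2 or PBMLD 3, 1 without control 1, LD 3 or PBMLD 1 and 0 without control 3, and the 0 became 31 without LD 2, 15 without LD 1 and 1 without SafLD 1. Cd44 and Plat were picked as examples after their values were seen, and the 155 were chosen by their LD values, which favours a smaller value in any other group. Npas4 missed the criterion without LD 2, LD 3, PBMLD 1 or PBMLD 3 (adjusted p = 0.115 to 0.175) and Tubb6 without any 1 array of the 2 groups but LD 2 (0.0548 to 0.159). Cd44 was above 0.05 without any but LD 1 (0.0604 to 0.163), and Plat without any but LD 1 and PBMLD 3 (0.0617 to 0.161); without LD 1 both were called (-1.23 and -1.06, adjusted p = 0.00303 and 0.00167).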

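After PBM, 148 of the 155 light-called entities were smaller than in LD, with a median of 58.2% of the LD change. After saffron, 118 were smaller, with a median of 85.2%. Among the 136 raised by light, the median fell from 1.62 in LD to 1.00 in PBMLD and 1.37 in SafLD. Among the 19 lowered by light it was -1.15 in LD, -0.91 in PBMLD and -1.09 in SafLD. Without PBMLD 1, the median difference of the 136 between PBMLD and LD was -0.54, and without LD 3 it was -0.57. The paper states suppression from calls lost against control; 98 of the 136 raised entities lost their call in PBMLD and 43 in SafLD, which is not a test against LD.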

Their suppression may be important in the protective actions of PBM and saffron.

**Figure 4:**
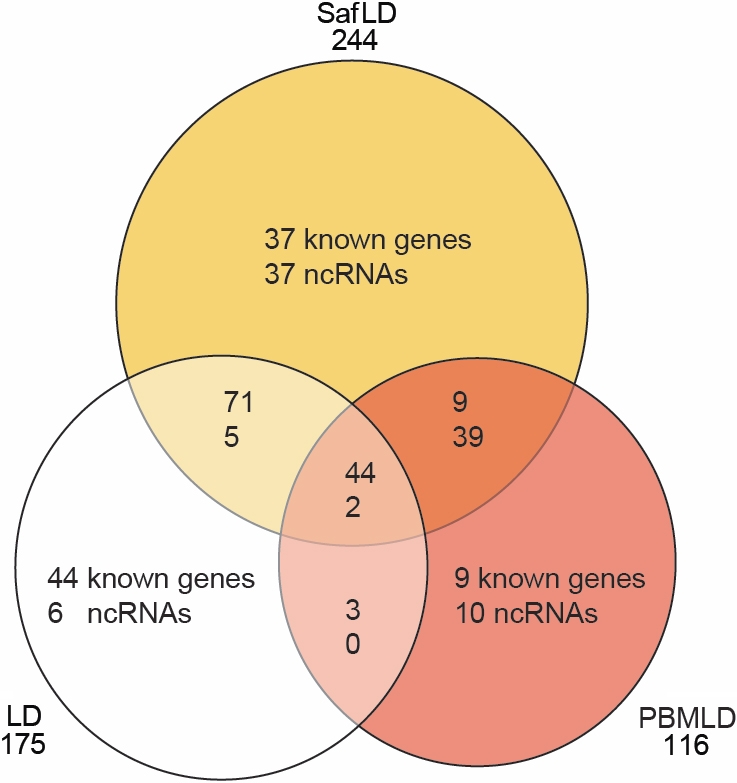
Venn Diagram showing similarity and differences between genes. The diagram is applied to three sets of regulated entities: those regulated by light damage (LD; compared to control); those regulated by LD when preceded by photobiomodulation (PBM; compared to control); and those regulated by LD when preceded by saffron feeding (compared to control). These sets were selected by two-sample Student *t* test analysis (p<0.05) and fold-change (FC>2).

**Table 2:** Genes and ncRNA significantly regulated by treatment with photobiomodulation and saffron.

**Probeset ID**	**Gene assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (LD/C)**
10901166	angiopoietin-like 4	*Angptl4*	NM_199115	0.046613	2.20489
10738477	ADP-ribosylation factor 4-like	*Arf4l*	NM_001107052	0.027718	−2.12332
10865442	complement component 1, s subcomponent	*C1s*	NM_138900	0.027086	2.0311
10847761	Cd44 molecule	*Cd44*	NM_012924	0.017188	2.40207
10771649	chemokine (C-X-C motif) ligand 11	*Cxcl11*	NM_182952	0.041843	2.71709
10827231	cysteine-rich, angiogenic inducer, 61	*Cyr61*	NM_031327	0.024324	2.07091
10890654	estrogen receptor 2 (ER beta)	*Esr2*	NM_012754	0.009894	2.32768
10714890	Fas (TNF receptor superfamily, member 6)	*Fas*	NM_139194	0.01695	2.9447
10886031	FBJ osteosarcoma oncogene	*Fos*	NM_022197	0.008085	2.43039
10797527	growth arrest and DNA-damage-inducible, gamma	*Gadd45 g*	NM_001077640	0.01519	2.2081
10784120	gap junction protein, beta 6	*Gjb6*	NM_053388	0.033887	−2.2151
10849841	interleukin 1 beta	*Il1b*	NM_031512	0.046205	2.18761
10862908	interleukin 23 receptor	*Il23r*	XM_001067609	0.03848	2.92018
10733553	interferon regulatory factor 1	*Irf1*	NM_012591	0.005382	2.70651
10867306	hypothetical protein LOC683514	*LOC683514*	NM_001127569	0.028303	2.1278
10934056	moesin	*Msn*	NM_030863	0.031765	2.04966
10896814	myelocytomatosis oncogene	*Myc*	NM_012603	0.007411	2.7792
10920860	myeloid differentiation primary response gene 88	*Myd88*	NM_198130	0.014129	2.34728
10926588	nuclear factor of kappa light polypeptide gene enhancer i	*Nfkbie*	NM_199111	0.014731	2.17613
10750848	nuclear factor of kappa light polypeptide gene enhance	*Nfkbiz*	NM_001107095	0.00217	2.32035
10823365	purinergic receptor P2Y, G-protein coupled 12	*P2ry12*	NM_022800	0.017115	−2.38721
10792421	plasminogen activator, tissue	*Plat*	NM_013151	0.004342	2.38492
10911484	protogenin homolog (Gallus gallus)	*Prtg*	NM_001037651	0.027196	2.04521
10842475	protein tyrosine phosphatase, non-receptor type 1	*Ptpn1*	NM_012637	0.002949	2.18916
10821581	similar to hypothetical protein MGC42105	*RGD1308116*	ENSRNOT00000021964	0.013255	−2.2474
10710930	similar to hypothetical protein DKFZp434I2117	*RGD1308215*	NM_001106296	0.016796	−2.2475
10803006	similar to hypothetical protein B230399E16	*RGD1559694*	ENSRNOT00000020858	0.034301	−2.49615
10882514	RGD1560224	*RGD1560224*	ENSRNOT00000009292	0.048646	−2.31446
10855681	similar to hypothetical protein	*RGD1562590*	ENSRNOT00000015469	0.006687	2.09732
10800434	ring finger protein 125	*Rnf125*	NM_001108424	0.037824	2.3249
10893918	strawberry notch homolog 2 (Drosophila)	*Sbno2*	NM_001108068	0.007136	2.23202
10765195	selectin, platelet	*Selp*	NM_013114	0.03163	2.27171
10704505	solute carrier family 1 (neutral amino acid transporter),	*Slc1a5*	NM_175758	0.028834	2.70661
10736795	schlafen 2	*Slfn2*	NM_001107031	0.048056	2.03465
10717935	superoxide dismutase 2, mitochondrial	*Sod2*	NM_017051	0.039527	2.05701
10781273	stanniocalcin 1	*Stc1*	NM_031123	0.048406	2.26891
10869149	T-cell acute lymphocytic leukemia 2	*Tal2*	NM_001109462	0.012626	2.32825
10783880	transglutaminase 1, K polypeptide	*Tgm1*	NM_031659	0.012214	2.7564
10887306	tumor necrosis factor, alpha-induced protein 2	*Tnfaip2*	NM_001137633	0.038454	2.32289
10858967	tumor necrosis factor receptor superfamily, member 1a	*Tnfrsf1a*	NM_013091	0.013832	2.36185
10829313	transient receptor potential cation channel, subfamily	*Trpm2*	NM_001011559	0.009704	−2.04814
10802422	tubulin, beta 6	*Tubb6*	NM_001025675	0.015119	2.4974
10802995	zinc finger protein 516	*Znf516*	ENSRNOT00000021768	0.000278	2.01399
10813949	zinc finger protein 622	*Znf622*	ENSRNOT00000014423	0.011767	2.11
10821585	—		—	0.001925	−2.09732
10802710	—		—	0.005024	2.05529
10857403	—		—	0.007403	2.00653
10813885	—		—	0.00781	2.73034
10859195	—		—	0.025583	2.49356
10752799	—		—	0.026753	3.52422

Genes and ncRNAs (44 known genes, 6 ncRNAs) whose expression was significantly regulated by light damage (LD), and whose regulation was reduced below criterion when the retina was conditioned by photobiomodulation (PBM) and by saffron. These reductions in regulation may be important for the protective effects of PBM and saffron.

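SafLD held calls that LD alone did not have. Hells, a chromatin remodeller, rose by 1.16±0.21 over control (adjusted p = 0.00659; 0.41±0.21 in LD), and the sodium and inositol carrier Slc5a3 rose by 1.09±0.18 (adjusted p = 0.00284; 0.68 in LD), both picked after their values were seen. Lower than control were the phosphatase Ppef1 (-1.85±0.27, adjusted p = 7.2e-04), the cytochrome c oxidase gene Cox4i2 (-1.10±0.22, adjusted p = 0.0129), the ON-bipolar gene Gng13 (-1.05±0.24, adjusted p = 0.0243) and, under 2-fold, the ganglion cell gene Thy1 (-0.82±0.19, adjusted p = 0.031). The paper lists Ppef1 as lower in all light groups, LD included, so Ppef1 is not shown to be particular to SafLD. Without SafLD 3 the rise of Slc5a3 was under 2-fold (0.96). Cox4i2 (adjusted p = 0.0518 to 0.0733) and Gng13 (0.0582 to 0.134) were not called without control 1, control 3, SafLD 2 or SafLD 3, and Thy1 was above 0.05 without any 1 of the 6 arrays (0.07 to 0.128). Kif11, a mitotic kinesin, was at 2.80±0.33 in SafLD and 2.77±0.33 in LD. SafLD had 269 called entities (160 higher, 109 lower), of which 112 were called in neither LD nor PBMLD and 51 in PBMLD but not LD. Without SafLD 3 the count was 150, without SafLD 2 it was 177 and without control 1 it was 179. A call in SafLD that is absent from LD is not a tested difference between them, and all 75 entities called in SafLD against LD were unnamed.

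The ATF4 target list rose with a median of 0.42 over control (27 genes, adjusted p = 1.1e-12, and 2.2e-04 with an estimated correlation), led by Mthfd2 (2.09±0.14), Asns (1.95±0.13) and Slc1a4 (1.64). The glial list rose by 1.20 (adjusted p = 2.6e-15, and 0.063 with an estimated correlation), the gp130 list by 0.86 (adjusted p = 1.2e-10, and 0.0678) and the tRNA synthetase list by 0.45 (adjusted p = 9.5e-09, and 0.124). The interferon list rose by 0.64 (adjusted p = 9.4e-09, and 0.409 with an estimated correlation) and the matrix list by 0.53 (adjusted p = 2.0e-06, and 0.262). Lists of cytochrome c oxidase and ATP synthase genes and of NADH dehydrogenase genes were lower by -0.30 and -0.24 (adjusted p = 4.0e-07 and 1.5e-05, but 0.454 and 0.536 with an estimated correlation), with 3 and 6 genes lower, adjusted over the list alone. Without control 3 they were at -0.16 and -0.10 (adjusted p = 6.1e-04 and 0.0185), and without SafLD 3 the second was at -0.15 (0.00166). The ganglion cell list was lower by -0.43 (adjusted p = 3.0e-05, and 0.275 with an estimated correlation; 4 lower, adjusted over the list alone). Several of these genes stand in the paper's tables, so the lists are not independent evidence for them.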

When saffron was given to the animal before light damage (SafLD), the expression of a large number of entities (48 in common with PBM and 74 unique to saffron) were regulated, and were not regulated by LD; i.e., their regulation can be attributed to saffron and may be important in its protective effect. Similarly, when the retina was conditioned by PBM before exposure to LD, the expressions of 67 entities (48 in common with saffron and 19 unique to PBM) was regulated, which were not regulated by LD. 

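PBM before light left a smaller set of raised genes. The amino acid response stood out: Asns, asparagine synthetase, was 3.58-fold above control (1.84±0.13, adjusted p = 1.8e-06) and Mthfd2 was 1.56±0.14 above it, and Jun (1.77±0.17, adjusted p = 4.5e-05) and Chst3 (2.16±0.21) were also raised. Ppef1 (-1.55±0.27, adjusted p = 0.0068), the biotin-recycling gene Btd (-1.30±0.25, adjusted p = 0.0186) and the redox regulator Txnip (-1.13±0.25, adjusted p = 0.0477) were lower. Btd was not called without any 1 of the control arrays (adjusted p = 0.062 to 0.081) or without PBMLD 2 (-0.99, under 2-fold), nor Txnip without any 1 array of the 2 groups but PBMLD 1 (0.0516 to 0.165). PBMLD had 107 called entities (46 higher, 61 lower), of which 12 were called in neither other light group. Without PBMLD 2 the count was 165 and without control 1 it was 73.

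The ATF4 target list rose with a median of 0.31 (27 genes, adjusted p = 1.3e-09, and 7.0e-04 with an estimated correlation; 11 higher and 2 lower, adjusted over the list alone). The glial list rose by 0.84 (adjusted p = 2.0e-10, but 0.124 with an estimated correlation), the gp130 list by 0.50 (adjusted p = 1.9e-08, but 0.121) and the tRNA synthetase list by 0.29 (adjusted p = 2.3e-05, but 0.248). The chemokine list rose by 0.50 (adjusted p = 9.0e-05, but 0.486 with an estimated correlation and 0.124 without PBMLD 2). The interferon, NF-kB, immediate early and matrix lists rose by 0.34, 0.45, 0.31 and 0.32 (adjusted p = 2.4e-04, 5.8e-04, 1.1e-05 and 7.1e-04). None of these passed with an estimated correlation (adjusted p = 0.573, 0.464, 0.263 and 0.455). Other lists, among them the bipolar and microglia lists, were lower at the preset correlation only. The paper reads calls absent from LD as regulation due to the pretreatment; in direct comparison with LD, 63 entities were called in PBMLD, nearly all unnamed.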

Their regulation can be attributed to PBM and may be important in the protective effect of PBM. The entities regulated by saffron and PBM given before LD, and not by LD, are listed in Table 3.

**Table 3:** Genes and ncRNA regulated by photobiomodulation and saffron during light damage but not regulated by light damage alone.

**Probeset ID**	**Gene_assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (PBMLD/C)**	**FC (SafLD/C)**
10786710	biotinidase	*Btd*	NM_001012047	0.002593	−2.58996	−2.00118
10727084	cysteinyl-tRNA synthetase	*Cars*	NM_001106319	0.000472	2.04587	2.27983
10754902	discs, large homolog 1 (Drosophila)	*Dlg1*	NM_012788	0.007578	2.02011	2.20452
10814281	fatty acid binding protein 12	*Fabp12*	NM_001134614	0.03715	−2.09977	−2.09843
10797597	isoleucyl-tRNA synthetase	*Iars*	NM_001100572	0.01099	2.21568	2.14011
10796326	optineurin	*Optn*	NM_145081	0.001857	−2.04049	−2.16666
10810322	similar to calmegin	*RGD1310572*	BC097408	0.011866	2.57427	2.03946
10753017	similar to Putative protein C21orf45	*RGD1310778*	BC167102	0.000554	−2.95657	−2.95334
10758134	ubiquitin C	*Ubc*	NM_017314	0.006248	−2.2729	−2.14387
10765728	—		—	0.000316	−2.05098	−3.55913
10722459	—		—	0.000643	−4.83475	−5.7297
10722449	—		—	0.000759	−4.77591	−4.75198
10722435	—		—	0.000872	−4.53877	−3.87361
10838282	—		—	0.001154	−3.51509	−4.57167
10703224	—		—	0.001264	−3.60718	−4.66873
10722429	—		—	0.00139	−3.95495	−4.50258
10722465	—		—	0.00144	−4.49582	−5.45683
10722473	—		—	0.00149	−2.89842	−2.9913
10862359	—		—	0.00159	−4.16679	−6.62332
10894268	—		—	0.001622	−3.30485	−2.65319
10932269	—		—	0.001633	−2.51937	−3.05085
10722423	—		—	0.001744	−3.54235	−2.91368
10722461	—		—	0.002014	−3.20546	−3.46585
10722437	—		—	0.002127	−3.81721	−4.06358
10722481	—		—	0.002143	−4.18134	−4.50928
10855946	—		—	0.002276	−4.8482	−5.97919
10722433	—		—	0.002438	−2.97454	−3.52979
10722471	—		—	0.002612	−4.01264	−4.18106
10722453	—		—	0.002883	−2.32871	−2.48323
10721700	—		—	0.002935	−2.66889	−2.35149
10839872	—		—	0.003128	−3.58942	−4.13962
10722431	—		—	0.003286	−2.28992	−2.57576
10722443	—		—	0.003413	−3.36447	−3.16986
10722451	—		—	0.00356	−3.75565	−3.75383
10932228	—		—	0.003868	−2.39044	−2.32665
10722425	—		—	0.004662	−2.86663	−3.06065
10722427	—		—	0.004665	−4.23993	−4.9848
10722479	—		—	0.004887	−2.12953	−2.2299
10870039	—		—	0.005491	−2.02844	−2.04155
10722467	—		—	0.006418	−2.28354	−2.11141
10867318	—		—	0.007967	−3.77635	−2.33207
10722409	—		—	0.012757	−2.28142	−2.24389
10820008	—		—	0.014354	−2.331	−3.03034
10722383	—		—	0.017588	−2.07462	−2.12019
10722379	—		—	0.017621	−2.03053	−2.08741
10707643	—		—	0.020362	−3.27802	−3.23128
10722417	—		—	0.024253	−2.16311	−2.33892
10722387	—		—	0.028341	−2.62369	−2.64182

Genes and ncRNAs regulated by photobiomodulation (PBM) and saffron conditioning, but not by light damage (LD) alone (9 known genes, 39 ncRNAs). Their regulation by PBM and saffron conditioning suggests that they are important in the protective effects of both PBM and saffron

By separating known genes from ncRNAs, the Venn diagram analysis draws attention to the prominence of ncRNAs among the entities regulated by both saffron and PBM when they are exerting their protective actions. For example, LD regulated 175 entities, of which only 13 (7.5%) were ncRNAs. 

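Unnamed entities made up 14.8% of those called in LD. Among the unnamed was Il23r (1.79±0.28, adjusted p = 0.00286), which the platform table leaves without a symbol and the paper's tables name. With the paper's names added, 11 of the LD calls stayed unnamed and 144 were named. By the methods' t-test the unnamed share was 22.8% of 189.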

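Among the named genes raised in SafLD were Serpina3n at 8.63-fold (adjusted p = 0.00666) and Cish at 7.15-fold (adjusted p = 0.00461). Among its unnamed entities the largest decrease was -2.70±0.30 log2 units (adjusted p = 4.3e-05). Unnamed entities made up 52.4% of the SafLD calls and 54.2% of the PBMLD calls. In PBMLD 51 unnamed entities were lower and 7 were higher, and in SafLD 86 were lower and 55 higher. With the paper's names added, 125 of the SafLD calls and 52 of the PBMLD calls stayed unnamed. Some probe sets carried identical values, so the SafLD calls held 243 distinct profiles and the PBMLD calls 95.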

Saffron preceding LD regulated 244 entities, of which 83 (34%) were ncRNAs; while PBM preceding LD regulated 116 entities, of which 51 (44%) were ncRNAs. 

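Of the 51 entities called in PBMLD and SafLD but not in LD, 46 were unnamed and 5 were named. The 39 unnamed entities of Table 3 were low in every group that had received PBM and in SafLD, with median differences from control of -1.46 in PBM, -1.76 in PBMLD and -1.71 in SafLD. They were not low in saffron alone (0.44) or in LD (0.26). Per array the medians ran from -1.39 to -1.96 in PBMLD and from -1.24 to -2.14 in SafLD. Called lower against control were 23 of the 39 in PBM, 31 in PBMLD and 35 in SafLD, against 0 in saffron and 0 in LD. The 39 were chosen by the paper for these changes, and 25 of them lie in a run of 54 probe sets numbered in sequence, so they are not 39 separate findings.

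**Figure D1:**
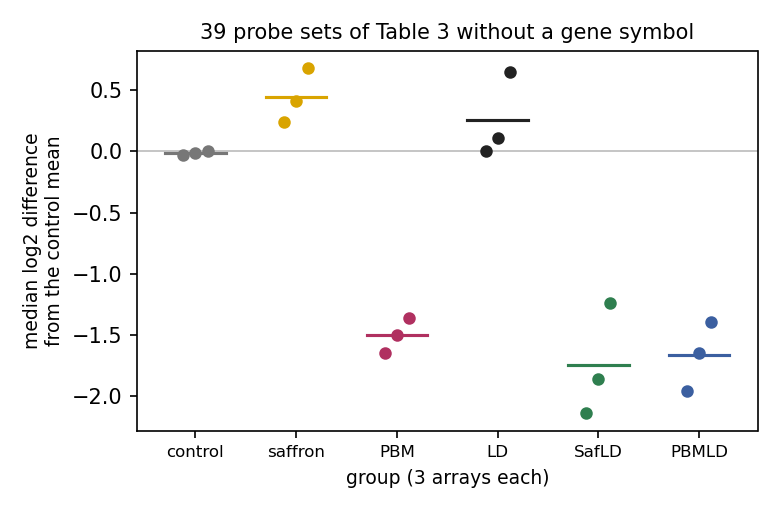
Median log2 difference from the control mean over the 39 unnamed entities of Table 3, for each array (dots) of the 6 groups, 3 arrays per group. Data reanalysed from the study's deposited values.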

Among the 48 entities regulated by PBM and saffron, but not by LD, and which are therefore potentially neuroprotective entities, 39 (81%) were ncRNAs.

#### Expression changes: identified genes and noncoding RNA

Given the prominence of ncRNAs among the entities regulated by saffron and PBM when conditioning LD, we surveyed the relative numbers of genes and ncRNAs in the seven comparisons shown in Figure 5A. 

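Named genes made up 132 of the LD calls, 118 higher and 14 lower, and 23 were unnamed. Beside inflammatory genes, the raised genes included ATF4 targets, tRNA synthetases and immediate early genes. Asns rose by 1.91±0.13 (adjusted p = 9.9e-07), Mthfd2 by 1.67±0.14 (adjusted p = 8.1e-06), the threonine tRNA synthetase Tars1 by 1.22±0.12 (adjusted p = 3.0e-05), Jun by 2.06±0.17 (adjusted p = 7.2e-06) and Egr1 by 1.82±0.25.

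The ATF4 target list rose with a median of 0.41 (27 genes, adjusted p = 4.7e-16, and 1.2e-04 with an estimated correlation; 15 higher and 3 lower, adjusted over the list alone). The tRNA synthetase list rose by 0.41 (18 genes, adjusted p = 1.2e-12, but 0.063 with an estimated correlation), the immediate early list by 0.61 (23 genes, adjusted p = 7.1e-19, but 0.0535) and the matrix list by 0.94 (20 genes, adjusted p = 6.5e-12, but 0.124). Adjusted over the list alone, 10, 14 and 11 of their genes were higher. The apoptosis and heat shock lists each had a median of 0.17 (adjusted p = 9.6e-06 and 4.7e-04, but 0.0662 and 0.0535 with an estimated correlation). Many of these genes stand in the paper's tables, so the lists are not independent evidence.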

As already noted, LD regulated a large number of known genes, but few ncRNAs. Conversely, ncRNAs outnumber known genes in the action of PBM on the control retina (PBM versus control); in the action of PBM when exerting its protective action against LD (PBMLD versus LD); and in the protective action of saffron (saffronLD versus LD). It seems likely that the regulation of ncRNAs accounts for a significant part of the protective effect.

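PBM alone raised 1 named gene, Chst3 (3.58-fold), and lowered 1, the LIM cofactor Ldb2 (-1.06±0.11, adjusted p = 6.0e-04); the other 37 of its 39 calls were unnamed and all lower. With the paper's names added, 36 of the 39 calls stayed unnamed. Without PBM 3 the change of Ldb2 was -0.95, under 2-fold. In PBMLD against LD, 7 of 63 calls were named, all lower: Npas4, Tubb6 and 5 probe sets of the ribosomal gene Rpl39 (-1.31±0.25, adjusted p = 0.0322 for 4 of them). Of the 7 Rpl39 probe sets measured, 4 carried identical values, so the 5 calls are not separate measurements. The 4 with an adjusted p of 0.0322 missed the criterion without LD 2, LD 3, PBMLD 1 or PBMLD 3 (adjusted p = 0.0626 to 0.145). The other called Rpl39 probe set also missed it without LD 1 (0.0606). In SafLD against LD all 75 calls were unnamed, 71 lower and 4 higher. The 63 became 146 without LD 1 and 132 without PBMLD 2, and the 75 became 123 without LD 2, 46 without LD 3, 38 without SafLD 2 and 45 without SafLD 3. Between them the comparisons with LD shared 45 lower entities, against 0.151 if independent. Both use the same LD arrays, so part of the excess can come from those arrays, and how much was not simulated. Without the run of probe sets from 10722375 to 10722481, an alternative chosen after seeing the data, the calls were 5 in PBM against control, 11 in PBMLD against LD and 16 in SafLD against LD.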

**Figure 5:**
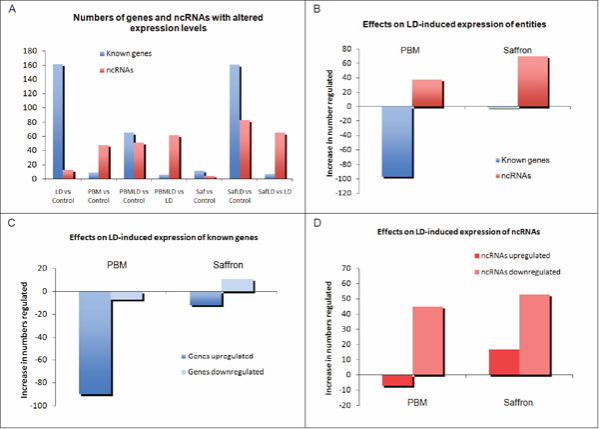
Analysis of entities regulated (known genes versus ncRNAs) and direction of regulation. **A**: Numbers of genes and ncRNAs regulated in seven comparisons among the experimental groups. SaffLD is the group given saffron before light damage (LD). **B**: Effects of saffron and photobiomodulation (PBM) on the numbers of LD-induced expression changes of known genes and ncRNAs. **C**: Direction of regulation of known genes by PBM and saffron when given as pretreatments to LD. **D**: Direction of regulation of ncRNAs by PBM and saffron when given as pretreatments to LD.

This suggestion is supported by the difference comparison in Figure 5B. 

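Against control, named calls numbered 49 in PBMLD and 128 in SafLD, and unnamed calls 58 and 141. Gfap, a named gene that stayed called, was 5.23-fold above control in PBMLD and 8.62-fold in SafLD. By the methods' t-test the named calls were 146 in LD, 58 in PBMLD and 156 in SafLD, and the unnamed calls 43, 106 and 212. Fewer named genes were thus called after PBM, and after saffron the number was close to that in LD. A lost call against control is not a tested difference from LD.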

Measuring only changes in the numbers of genes and ncRNAs whose expression was significantly regulated by saffron or PBM before LD, the protective actions of saffron and PBM are both associated with increases in the number of ncRNAs regulated, and decreases in the numbers of identified genes whose expression was regulated.

As a final step, we considered the directions of entity expression changes in these several conditions (Figure 5C, Figure 4D). The most striking outcome of this separation is that the protective effects of PBM and saffron are associated with a decrease in the number of known genes upregulated, and an increase in the number of ncRNAs downregulated.

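In PBMLD 39 named genes were higher and 10 lower than control, and in SafLD 105 were higher and 23 lower. Litaf, a stress gene of monocytes, stayed 3.38-fold higher in PBMLD (adjusted p = 9.3e-04), and Reep6 stayed lower in SafLD, at -1.45±0.24 (adjusted p = 0.00307). Of the unnamed entities called in LD, 18 were higher and 5 lower. Measured against LD, 55 unnamed entities were lower in PBMLD and 1 was higher. The calls against LD, named ones included, held 48 distinct profiles for PBMLD and 50 for SafLD, because some probe sets were identical.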

### Validation by real-time PCR

Thirteen genes were chosen for RT–PCR validation of the microarray outcomes; those chosen were strongly regulated and/or retina-relevant. 

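Crot, which moves fatty acids out of peroxisomes, was 2.41-fold above control in SafLD (1.27±0.14, adjusted p = 3.9e-05) and 0.97±0.14 above it in LD (adjusted p = 0.00116). Optn, an autophagy receptor, was lower in all light groups, by -1.14±0.12 in SafLD (adjusted p = 3.8e-05), -0.94±0.12 in LD (adjusted p = 4.9e-04) and a like amount in PBMLD (adjusted p = 2.4e-04). Smarcad1, a chromatin remodeller, was 0.29±0.14 from control in SafLD (adjusted p = 0.32), while Smarcd1, another remodelling gene, was lower by -1.10±0.16 (adjusted p = 9.6e-04). Measured against LD, SafLD differed by 0.29 in Crot (adjusted p = 0.522), -0.20 in Optn (adjusted p = 0.64) and -0.15 in Smarcd1 (adjusted p = 0.817). The light thus moved these genes in the same direction with or without saffron, and no difference between SafLD and LD was found in them. In LD all 3 fell short of 2-fold and passed it without control 3 (1.05 in Crot, -1.08 in Optn and in Smarcd1); Crot also passed it without LD 1 (1.12), and Smarcd1 without LD 1 (-1.06) or LD 2 (-1.01). Optn in PBMLD passed it without control 3 (-1.13) or PBMLD 1 (-1.06).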

Five genes (*Crot, Optn, Edn2, Smarcad1, Gpx3*) were significantly regulated by saffron in the LD assay. *Crot* and *smarcad1* are involved in fatty acid metabolism, *Edn2* in retinal signaling in response to injury, and *Gpx3* in antioxidative activity. *Optn* acts as an mgluR1 receptor on retinal bipolar cells. *Fabp5* is also saffron-regulated, and related to fatty acid metabolism. 

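Fabp5, a fatty acid binding protein, had log2 levels of 7.00±0.13 in control, 7.77±0.51 in saffron, 8.15±1.52 in LD, 6.79±0.19 in SafLD and 7.21±0.51 in PBMLD. The difference from control was 0.76±0.48 in saffron (adjusted p = 0.989) and 1.15±0.48 in LD (adjusted p = 0.435), and SafLD lay -1.36±0.48 from LD (adjusted p = 0.342). The LD arrays were far apart in this gene. Without LD 2 the LD rise was 2.02 (adjusted p = 0.00134), SafLD was -2.24 from LD (adjusted p = 3.6e-04) and PBMLD was -1.81 from it (adjusted p = 0.00381), so its calls depended on that array. LD 2 was also the LD array with the low lens level (8.61, against 11.02 and 10.97), and in a test chosen after the values were seen Fabp5 followed the mean of the lens list over the 18 arrays (correlation 0.95, and 0.94 within groups). Its 2 probe sets carried the same values.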

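Stat3 rose 3.95-fold over control in SafLD (adjusted p = 1.2e-05) and 2.57-fold in PBMLD (adjusted p = 4.1e-04), and by 2.03±0.18 log2 units in LD. Its feedback inhibitor Socs3 rose by 3.01±0.34 in LD (adjusted p = 1.7e-04), 2.82±0.34 in SafLD (adjusted p = 1.3e-04) and 1.74±0.34 in PBMLD (adjusted p = 0.0212). Fgf2, a survival factor, rose by 1.97±0.37 in LD (adjusted p = 0.0114) and 1.89±0.37 in SafLD (adjusted p = 0.00998), and was 1.60±0.37 above control in PBMLD (adjusted p = 0.0569). Agt, angiotensinogen, fell to 6.59 in LD from 7.73 in control (adjusted p = 6.2e-04), with 6.64 in SafLD and 7.07 in PBMLD. PBMLD lay -1.27±0.34 from LD in Socs3 (adjusted p = 0.156) and -0.66±0.18 in Stat3 (adjusted p = 0.148). Without LD 1 the Socs3 difference was called (-1.68, adjusted p = 0.0241); without PBMLD 1 the PBMLD rise of Fgf2 was called (1.96, adjusted p = 0.0169). Fgf2 missed the criterion in LD without control 3, LD 2 or LD 3 (adjusted p = 0.0529 to 0.0681) and in SafLD without control 3, SafLD 2 or SafLD 3 (0.0527 to 0.0737), and Socs3 in PBMLD without any 1 array of the 2 groups but PBMLD 1 (0.0575 to 0.103). Without SafLD 3 the SafLD change of Agt was -0.99, under 2-fold.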

*Fgf* and *GFAP* are proteins upregulated by stress; *Stat3 and Socs3* are related to transduction pathways, *ccl2* to inflammatory responses, and *Agt* and heme oxygenase 1 (*Hmox1*) to cardiovascular control.

Figure 6 shows a comparison for each of the 13 genes between its regulation as assessed by the microarray procedure and its regulation as assessed by RT–PCR. 

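On the array side, Gapdh, a common reference gene, differed from control by -0.19 in LD (adjusted p = 0.559), -0.21 in SafLD (adjusted p = 0.266) and -0.16 in PBMLD (adjusted p = 0.533). Actb differed by 0.06 in LD (adjusted p = 0.919) and by -0.17 and -0.20 in SafLD and PBMLD (adjusted p = 0.422 and 0.449). Of the genes compared by both methods, Gfap had group levels of 6.62±0.35 in control, 9.90±0.46 in LD, 9.73±0.31 in SafLD and 9.01±0.45 in PBMLD. The RT-PCR values were not analysed here.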

The correlation between the two techniques appears particularly close for *ccl2, Socs3*, *Stat2*, *Cro, Edn2, Hmox1, Fabp5,* and *smarcad.* Common trends, with quantitative differences at some sample points, are evident for *Optn, GFAP, Agt, Fgf2,* and *Gpx3*. Overall, the correlation between the two techniques seems strong.

**Figure 6:**
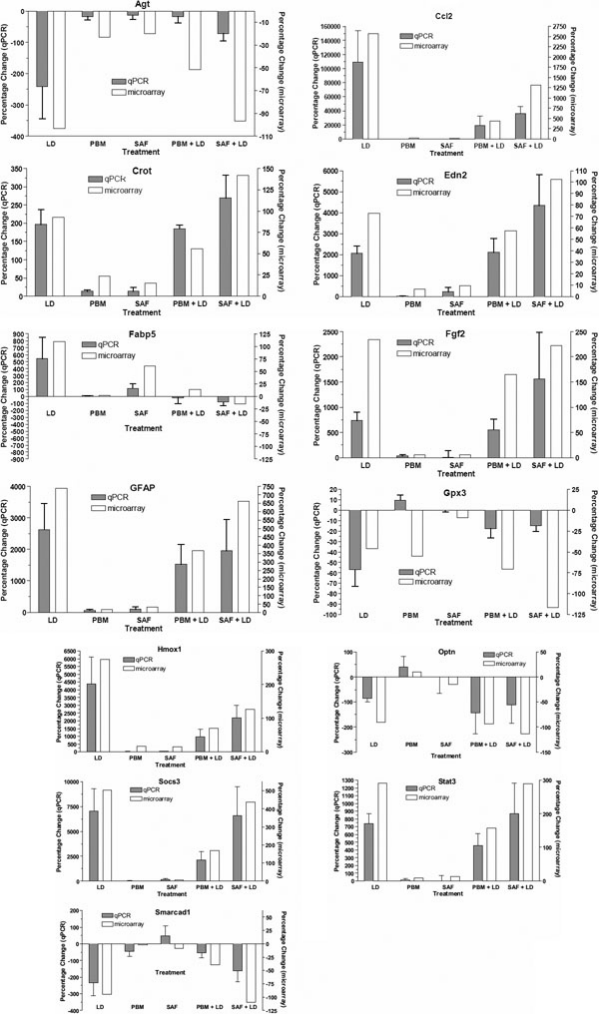
Comparisons, for thirteen selected genes, of expression changes in the six experimental groups, assessed by qPCR and microarray analysis.

### Entities associated with the protective actions of saffron and photobiolmodulation listed

#### Light damage–induced regulation inhibited by photobiolmodulation or saffron

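Among genes of Table 2 picked after their values were seen, the interferon regulator Irf1 was 1.35±0.24 log2 units above control in LD (adjusted p = 0.00739), 0.31 in PBMLD and 0.85 in SafLD. Fos, an immediate early gene, was 1.25±0.24 above it in LD (adjusted p = 0.0112), 0.23 in PBMLD and 0.96 in SafLD, and Sod2, the mitochondrial superoxide dismutase, was 1.05±0.27 (adjusted p = 0.075), 0.27 and 0.77. Irf1 was not called without LD 3 (adjusted p = 0.0595), nor Fos without control 2, LD 2 or LD 3 (0.0662 to 0.0763), and Sod2 was called without LD 1 (1.40, adjusted p = 0.00395). The median over the 50 entities was 1.11 in LD, 0.35 in PBMLD and 0.77 in SafLD. Of the 50, 26 were called in LD, 1 in PBMLD and 4 in SafLD. Tested against LD, 3 had an adjusted p below 0.05 in PBMLD and 0 in SafLD, with median differences of -0.69 and -0.27. These 50 were chosen by the paper for being past its limit in LD and short of it in the other groups, which by itself lowers the medians of those groups.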

The genes and ncRNAs whose regulation by LD was inhibited by PBM or saffron are listed in Table 2; as noted above, this inhibition affected principally (88%) known genes (44 known genes, 6 ncRNAs). All 50 entities were upregulated by LD; they are therefore candidates for genes and regulatory elements whose upregulation is damaging to photoreceptors.

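Of the 50 entities, 41 were higher in LD than in control and 9 were lower. Among the 9, as examples picked after their values were seen, were P2ry12, a receptor of resting microglia, at -1.04±0.24 (adjusted p = 0.0419), the calcium channel Trpm2 at -1.04±0.17 (adjusted p = 0.00388) and Arf4l at -1.03±0.20 (adjusted p = 0.017). Picked in the same way from those raised, Tgm1, a transglutaminase, was at 1.61±0.28 (adjusted p = 0.00537), and Myd88, an adaptor of innate immunity, rose by 1.27±0.25 (adjusted p = 0.015). P2ry12 (adjusted p = 0.0821 to 0.253) and Myd88 (0.058 to 0.102) were not called without any 1 array of the 2 groups but LD 1, nor Arf4l without control 1, control 2, LD 2 or LD 3 (0.0559 to 0.106). Trpm2 was under 2-fold without control 2 (-0.99) or LD 3 (-0.83). Whether a raised gene harms photoreceptors was not measured by these arrays.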

#### Regulation by photobiolmodulation and saffron, but not LD

Table 3 lists genes and ncRNAs that were not regulated by LD but were regulated by PBM and saffron when conditioning (protecting) photoreceptors challenged by LD. 

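Over the 48 entities of Table 3, the PBMLD and SafLD differences from control had a correlation of 0.96 (rank correlation 0.86). Both are measured from the same 3 control arrays, and simulated groups with no change gave a mean correlation of 0.48 with an upper 95% value of 0.87. The 39 unnamed entities alone gave 0.83, within the upper 95% value of 0.88 for them, and the 9 named genes 0.99, against 0.94. A correlation does not take in the size of the changes. The covariance was 0.164 for the 39 and 0.755 for the 48, against simulated means of 0.0301 and 0.0378. With only a mean to compare, the covariance was not a test. Of the named genes, Iars1 (1.13±0.18 in PBMLD, adjusted p = 0.0037) and Cars1 (1.16±0.16 in SafLD, adjusted p = 4.2e-04), both tRNA synthetases, were higher. Without control 3 the rise of Iars1 was 0.96, under 2-fold. With PBMLD measured from PBM and SafLD from saffron, so that no array was shared, the correlation was 0.49 (rank correlation 0.17); this baseline also takes away what PBM did without light. The 48 entities were chosen by the paper for changing in both groups.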

Figure 7 shows that the effects of PBM and saffron on their regulation were highly correlated. The entity regulation shown in Table 3 contrasts in two ways with the pattern of regulation in Table 2: Most of the entities whose regulation was changed by saffron and PBM conditioning were ncRNAs (81%), and all the ncRNAs and half the known genes were downregulated.

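Of the 9 named genes in Table 3, 5 were lower and 4 higher than control. Btd was lower in SafLD (-1.01±0.25, adjusted p = 0.043), and the scaffold gene Dlg1 was higher in both groups (1.05±0.17 in PBMLD, adjusted p = 0.00421; 1.13±0.17 in SafLD, adjusted p = 0.00137) but was also 0.99±0.17 higher in LD (adjusted p = 0.00574). Dlg1 was picked after its values were seen. In SafLD, Btd was not called without any 1 of the 6 arrays (adjusted p = 0.0776 to 0.149). Dlg1 was under 2-fold without control 3 (0.92 in PBMLD, 0.99 in SafLD) or PBMLD 1 (0.99), and in LD it passed 2-fold without control 1 (1.07), control 2 (1.05) or LD 1 (1.08). Against LD the 39 unnamed entities were lower by a median of -1.95 in PBMLD, with 32 called, and -1.96 in SafLD, with 34 called. Their mean levels ran from 3.16 to 12.04, with a median of 7.6, so they were not all dim. Cars1 and Iars1, like Dlg1, were close to 2-fold in LD (0.97 each), so their place in the table turned on that limit.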

**Figure 7:**
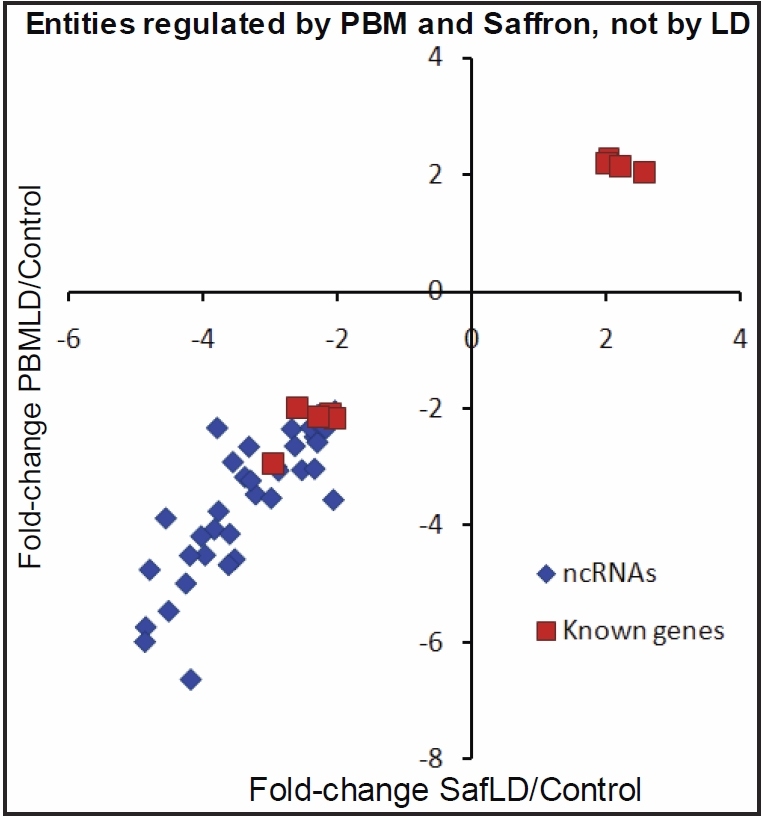
Evidence of similarity in the actions of saffron and photobiomodulation. This graph shows the correlation for 48 entities (9 known genes and 39 ncRNAs) between the change in gene expression associated with photobiomodulation (PBM) and saffron pre-treatments.

#### Regulation by PBM or saffron, but not light damage

Further candidates for genes and ncRNAs protective to photoreceptors can be found in 74 entities (37 known genes, 37 ncRNAs) regulated by saffron (but not by PBM) when conditioning/protecting photoreceptors (Table 4), and in the 19 entities (9 known genes, 10 ncRNAs) regulated by PBM (but not by saffron) when conditioning/protecting photoreceptors (Table 5).

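Among genes of Table 4 picked after their values were seen, the cilium gene Ift57 rose by 1.42±0.20 in SafLD (adjusted p = 6.5e-04; 0.79 in LD), Cd47, a signal against phagocytosis, by 1.09±0.20 (adjusted p = 0.00666; 0.57 in LD), and S1pr3 by 1.16±0.22 (adjusted p = 0.00718; 0.94 in LD). Of the 74 entities, 46 were called in SafLD, 3 in LD and 1 in PBMLD, with medians of 1.00, 0.19 and 0.31, the sign of each left as measured. Against LD, 6 of the 74 were called. Among the genes of Table 5, the detoxifying enzyme Ephx1 (-1.12±0.24, adjusted p = 0.0383) and the calcium buffer Calb1 (-1.08±0.23, adjusted p = 0.0346) were lower in PBMLD, and Camk1d, picked after its value was seen, was higher (1.19±0.23, adjusted p = 0.0156). Of these 19 entities 9 were called in PBMLD and 0 in LD or SafLD, and 4 were called against LD. For most entries of both tables a difference from LD was not shown. Cd47 was under 2-fold without control 3 or SafLD 3 (0.98 each), and S1pr3 was not called without SafLD 3 (adjusted p = 0.0567). In PBMLD, Ephx1 was not called without any 1 array of the 2 groups but PBMLD 3 (0.0801 to 0.174), Calb1 without any but PBMLD 2 (0.101 to 0.136) and Camk1d without control 1, control 3, PBMLD 1 or PBMLD 3 (0.0527 to 0.0882).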

**Table 4:** Genes ncRNA regulated by saffron pre-conditioning but not photobiomodulation or light damage.

**Probeset ID**	**Gene_assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (SafLD/C)**
10808041	alanyl-tRNA synthetase	Aars	NM_001100517	0.009419	2.12845
10920371	coiled-coil domain containing 72	Ccdc72	NM_001126048	0.000362	−2.15161
10753771	Cd47 molecule	Cd47	NM_019195	0.004538	2.18358
10840895	cytochrome c oxidase subunit IV isoform 2	Cox4i2	NM_053472	0.006367	−2.04762
10860548	carnitine O-octanoyltransferase	Crot	NM_031987	0.000412	2.42699
10871623	endothelin 2	Edn2	NM_012549	0.003864	2.39144
10791631	ectonucleotide pyrophosphatase/phosphodiesterase 6	Enpp6	NM_001107311	0.048871	−3.40078
10740135	fascin homolog 2, actin-bundling protein, retinal (Stro	Fscn2	NM_001107072	0.002804	2.03501
10938219	glycerol kinase	Gk	NM_024381	0.000123	2.16424
10732439	guanine nucleotide binding protein (G protein), gamma 1	Gng13	NM_001135918	0.006565	−2.23127
10733680	glutathione peroxidase 3	Gpx3	NM_022525	0.00182	−2.17933
10715200	helicase, lymphoid specific	Hells	NM_001106371	0.000882	2.2618
10863430	hexokinase 2	Hk2	NM_012735	0.029119	−2.24022
10733056	interferon gamma inducible protein 47	Ifi47	NM_172019	0.001063	2.31444
10714903	interferon-induced protein with tetratricopeptide repea	Ifit3	NM_001007694	0.004673	3.02663
10753784	intraflagellar transport 57 homolog (Chlamydomonas)	Ift57	NM_001107093	0.000101	2.67228
10815873	interleukin 12a	Il12a	NM_053390	0.003212	−2.04998
10804187	leucyl-tRNA synthetase	Lars	NM_001009637	0.000471	2.05987
10932310	mediator complex subunit 14	Med14	XM_228713	0.02603	2.23949
10923270	oligonucleotide/oligosaccharide-binding fold containin	Obfc2a	NM_001014216	8.85E-05	2.0681
10855114	olfactory receptor 820	Olr820	NM_001000974	0.025967	2.01366
10830003	pterin-4 alpha-carbinolamine dehydratase/dimerization c	Pcbd1	NM_001007601	0.009857	−2.05998
10708281	phosphodiesterase 8A	Pde8a	NM_198767	0.005571	−2.00121
10889475	peroxidasin homolog (Drosophila)	Pxdn	ENSRNOT00000060139	0.00349	−2.6691
10803138	RNA binding motif, single stranded interacting protein	Rbms2	NM_001025403	0.002005	−2.15568
10716415	similar to enolase (46.6 kDa) (2J223)	RGD1308333	NM_001134505	0.015495	2.04964
10820002	similar to Ac1147	RGD1563254	XM_577969	0.029198	−2.23707
10771190	similar to ATP-binding cassette, sub-family G (WHI	RGD1564709	NM_001107205	0.044266	2.04858
10797566	sphingosine-1-phosphate receptor 3	S1pr3	ENSRNOT00000019473	0.00326	2.25911
10750282	solute carrier family 5 (inositol transporters), member 3	Slc5a3	NM_053715	0.002179	2.1573
10842440	solute carrier family 9 (sodium/hydrogen exchanger), m	Slc9a8	NM_001025281	0.000656	2.12805
10899174	SWI/SNF related, matrix associated, actin dependent r	Smarcd1	NM_001108752	0.002766	−2.04334
10831606	transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)	Tap1	NM_032055	0.011581	2.37179
10902375	TBC1 domain family, member 15	Tbc1d15	ENSRNOT00000005207	0.000945	2.0265
10858370	ubiquitin specific peptidase 18	Usp18	NM_001014058	0.019532	2.19315
10907681	zinc finger protein 385A	Zfp385a	NM_001135088	0.000479	−2.14878
10846652	zinc finger protein 385B	Zfp385b	NM_001107736	0.001897	−2.11791
10840061	—		—	0.047419	2.15179
10924441	—		—	0.044499	2.20978
10891487	—		—	0.042933	2.01488
10886190	—		—	0.040809	−2.64706
10898158	—		—	0.040237	−2.11912
10930226	—		—	0.039217	−2.1554
10915105	—		—	0.033403	−2.30406
10886854	—		—	0.032145	2.23693
10731193	—		—	0.031476	2.4581
10843907	—		—	0.030096	2.01264
10875117	—		—	0.027972	2.25392
10801781	—		—	0.026332	2.81764
10825167	—		—	0.022483	−2.8835
10722375	—		—	0.019218	−2.05422
10803001	—		—	0.018227	2.34996
10819500	—		—	0.017801	2.16908
10766880	—		—	0.015099	2.10145
10938891	—		—	0.013364	2.13311
10776604	—		—	0.012016	−2.84767
10757702	—		—	0.009955	−2.06188
10867008	—		—	0.009246	−2.29587
10891878	—		—	0.008961	−2.10309
10830454	—		—	0.008641	−2.44031
10827830	—		—	0.006903	2.30678
10897004	—		—	0.006062	2.01807
10742429	—		—	0.005794	2.98095
10834602	—		—	0.005352	−2.59778
10926624	—		—	0.005005	2.14084
10781982	—		—	0.004882	2.31978
10896630	—		—	0.003343	−2.13243
10930622	—		—	0.002504	2.29803
10756086	—		—	0.002238	2.23035
10923938	—		—	0.00188	2.22066
10938893	—		—	0.001545	2.49702
10899788	—		—	0.000365	−2.13694
10766722	—		—	8.76E-05	2.60553
10752219	—		—	1.94E-05	−2.05925

Genes and ncRNAs regulated saffron conditioning, but not by photobiomodulation (PBM) and not by light damage (LD) alone (37 known genes, 37 ncRNAs). Their regulation by saffron conditioning suggests that they are important in the protective action of saffron, and not of PBM.

**Table 5:** Genes and ncRNA regulated by photobiomodulation pre-conditioning but not saffron or light damage alone.

**Probeset ID**	**Gene_assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (NIRLD/C)**
10916920	ATP synthase, H^+^ transporting, mitochondrial F0 complex, s	*Atp5l*	NM_212516	0.03394	−2.14869
10867731	calbindin 1	*Calb1*	NM_031984	0.03827	−2.09147
10770342	epoxide hydrolase 1, microsomal	*Ephx1*	NM_001034090	0.019435	−2.16344
10892381	nudix (nucleoside diphosphate linked moiety X)-type mo	*Nudt14*	NM_001106760	0.018954	−2.0385
10847156	olfactory receptor 673	*Olr673*	NM_001000351	0.015388	2.0757
10801260	protocadherin gamma subfamily B, 6	*Pcdhgb6*	ENSRNOT00000060466	6.03E-05	2.18939
10891322	polyglutamine-containing protein	*Pqcp*	NM_001012470	0.018634	2.00327
10796307	similar to calcium/calmodulin-dependent protein ki	*RGD1560691*	NM_001107365	0.019657	2.35325
10817552	thioredoxin interacting protein	*Txnip*	NM_001008767	0.018274	−2.32009
10886988	—		—	0.000109	25.1775
10718602	—		—	0.000392	2.10568
10721694	—		—	0.011105	−2.00257
10919224	—		—	0.011219	−2.57253
10758033	—		—	0.021858	−2.84458
10840318	—		—	0.028594	2.23714
10878967	—		—	0.031786	−2.35082
10713602	—		—	0.036424	−2.41324
10886894	—		—	0.04513	−2.03777
10797671	—		—	0.049361	−2.07756

Genes and ncRNAs regulated by photobiomodulation (PBM) conditioning, but not saffron and not by light damage (LD) alone (9 known genes, 10 ncRNAs). Their regulation by PBM conditioning suggests that they are important in the protective effects of PBM, but not in the protective action of saffron. Entities regulated by PBM, when exerting its protective action (9 known genes, 10 nc RNAs)

#### Regulation by LD, SaffronLD, and PBMLD

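The genes shared by LD and SafLD in Table 6 had medians of 1.53 in LD, 1.29 in SafLD and 0.85 in PBMLD, and 68 of 76 were called in LD, 56 in SafLD and 1 in PBMLD. The 46 entries of Table 8, shared by all light groups, had medians of 1.64, 1.58 and 1.31, and included Ahr, a ligand-activated transcription factor picked after its value was seen, at 1.77±0.18 in LD (adjusted p = 3.0e-05). Of these 46, 43 were called in LD, 46 in SafLD and 39 in PBMLD. Table 7 has 3 genes: the small heat shock protein Hspb1, at 2.57±0.49 in LD (adjusted p = 0.0117), 1.49 in PBMLD and 0.64 in SafLD; the water channel Aqp1, at -1.29±0.20, -1.11±0.20 and -0.85±0.20; and Stkld1, at 0.99, 0.99 and 1.01. Hspb1 differed by -1.93±0.49 between SafLD and LD (adjusted p = 0.131; 0.0395 when adjusted over the list of light-called entities alone). In LD, Hspb1 was not called without control 1, control 2 or LD 3 (adjusted p = 0.0512 to 0.0988), and without LD 2 its SafLD difference was (-2.61, adjusted p = 0.00403). Aqp1 in PBMLD was not called without control 1 (adjusted p = 0.0599). Genes near the 2-fold limit, such as Stkld1, change table without changing level.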

Genes found to be regulated by SaffronLD and LD (Table 6), PBMLD and LD (Table 7), and SaffronLD, PBMLD, and LD (Table 8) are shown in the corresponding tables. These genes are not discussed as the changes in expression levels are likely due to LD and not saffron or PBM.

**Table 6:** Genes and ncRNA regulated by saffron light damage and light damage.

**Probeset ID**	**Gene_assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (LD/C)**	**FC (SafLD/C)**
10752839	ADAM metallopeptidase with thrombospondin type 1 motif,	*Adamts1*	NM_024400	0.003178	2.63853	2.72148
10765534	ADAM metallopeptidase with thrombospondin type 1 motif, 4	*Adamts4*	AB042272	0.005095	2.26079	2.2735
10811900	angiotensinogen (serpin peptidase inhibitor, clade A, member	*Agt*	NM_134432	0.0037	−2.29985	−2.04435
10914799	baculoviral IAP repeat-containing 3	*Birc3*	NM_023987	0.000774	3.1982	2.21198
10791652	caspase 3, apoptosis related cysteine protease	*Casp3*	NM_012922	0.001718	2.62625	2.20514
10736712	chemokine (C-C motif) ligand 12	*Ccl12*	NM_001105822	0.002288	4.38236	2.10232
10736697	chemokine (C-C motif) ligand 2	*Ccl2*	NM_031530	0.00058	38.8349	17.0997
10745677	chemokine (C-C motif) ligand 3	*Ccl3*	NM_013025	7.62E-05	19.8193	9.71154
10736863	chemokine (C-C motif) ligand 4	*Ccl4*	NM_053858	0.001026	4.06268	3.00096
10736702	chemokine (C-C motif) ligand 7	*Ccl7*	NM_001007612	0.000248	4.68541	2.67958
10729777	cholesterol 25-hydroxylase	*Ch25h*	NM_001025415	5.47E-05	4.58918	3.28027
10764069	chitinase 3-like 1	*Chi3l1*	NM_053560	0.010591	2.88704	2.22024
10912908	cytokine inducible SH2-containing protein	*Cish*	NM_031804	0.003605	10.9118	7.35678
10712853	cardiotrophin-like cytokine factor 1	*Clcf1*	NM_207615	0.009706	3.56151	2.0363
10814430	ceruloplasmin	*Cp*	NM_012532	0.003256	2.38102	2.53086
10825869	colony stimulating factor 1 (macrophage)	*Csf1*	NM_023981	0.000858	2.30889	2.15895
10775900	chemokine (C-X-C motif) ligand 1 (melanoma growth stimulat	*Cxcl1*	NM_030845	0.012601	4.11514	3.36565
10771655	chemokine (C-X-C motif) ligand 10	*Cxcl10*	NM_139089	0.003066	21.4607	7.85562
10784355	emopamil binding protein-like	*Ebpl*	NM_001108381	0.001569	−2.26226	−2.09366
10873706	Eph receptor A2	*Epha2*	NM_001108977	0.002851	2.39137	2.33589
10860231	fibrinogen-like 2	*Fgl2*	NM_053455	0.000414	4.1065	3.1288
10713045	fos-like antigen 1	*Fosl1*	NM_012953	0.000264	5.88589	4.16491
10819523	guanylate binding protein 2	*Gbp2*	NM_133624	0.000294	14.8983	7.64439
10819489	guanylate binding protein 5	*Gbp5*	NM_001108569	0.004085	7.65404	4.22902
10915843	galactosidase, beta 1-like 2	*Glb1l2*	ENSRNOT00000037790	0.002801	−3.04631	−2.17671
10806122	heme oxygenase (decycling) 1	*Hmox1*	NM_012580	0.008369	5.70686	2.9304
10908319	intercellular adhesion molecule 1	*Icam1*	NM_012967	0.00315	5.74547	3.35268
10831077	immediate early response 3	*Ier3*	NM_212505	0.005316	3.02458	2.20576
10845708	interferon induced with helicase C domain 1	*Ifih1*	NM_001109199	0.001642	3.36324	2.75239
10936365	interleukin 13 receptor, alpha 1	*Il13ra1*	NM_145789	0.004069	2.21356	2.08254
10789857	interleukin 17 receptor B	*Il17rb*	NM_001107290	0.021732	2.29043	2.26483
10813007	interleukin 6 signal transducer	*Il6st*	NM_001008725	0.018115	2.16052	2.03731
10806585	jun B proto-oncogene	*Junb*	NM_021836	0.000634	4.24227	3.86837
10844331	lipocalin 2	*Lcn2*	NM_130741	0.001852	11.4978	5.73872
10773853	leukemia inhibitory factor (cholinergic differentiation fact	*Lif*	NM_022196	0.004038	6.05907	6.27293
10751793	leucine rich repeat containing 15	*Lrrc15*	NM_145083	0.021229	3.28743	2.22908
10880293	mitogen-activated protein kinase kinase kinase 6	*Map3k6*	NM_001107909	0.018572	3.52464	2.64741
10903013	methionine-tRNA synthetase	*Mars*	NM_001127659	0.00072	2.00698	2.2033
10898561	myo-inositol oxygenase	*Miox*	NM_145771	0.002983	−2.24009	−2.20493
10815806	myeloid leukemia factor 1	*Mlf1*	NM_001107680	0.002256	2.96741	2.28383
10907881	matrix metallopeptidase 3	*Mmp3*	NM_133523	0.0008	12.1207	5.47872
10809392	metallothionein 1a	*Mt1a*	NM_138826	0.00235	3.86934	3.13553
10827989	metallothionein 2A	*Mt2A*	NM_001137564	0.002073	9.97229	5.45083
10715787	nuclear factor of kappa light polypeptide gene enhancer	*Nfkb2*	NM_001008349	0.001701	3.01772	2.0803
10727717	neuronal PAS domain protein 4	*Npas4*	NM_153626	0.002788	4.27359	2.5593
10821698	oncostatin M receptor	*Osmr*	NM_001005384	0.000642	6.0085	4.12968
10881293	podoplanin	*Pdpn*	NM_019358	0.001418	3.99897	2.61301
10930660	protein S (alpha)	*Pros1*	NM_031086	0.000526	2.09544	2.68498
10939498	RNA binding motif protein 41	*Rbm41*	NM_001109420	0.003826	2.27706	2.07025
10874929	retinol dehydrogenase 10 (all-trans)	*Rdh10*	NM_181478	0.00379	2.9943	2.32697
10900511	receptor accessory protein 6	*Reep6*	NM_001013218	8.44E-05	−3.21858	−2.57593
10883071	similar to hypothetical protein MGC38716	*RGD1304963*	ENSRNOT00000011832	0.005265	2.07828	2.02776
10816879	RGD1564171	*RGD1564171*	NM_001109186	0.003087	2.42088	2.40646
10906926	Rho family GTPase 1	*Rnd1*	NM_001013222	0.020945	2.01484	2.03486
10889399	radical S-adenosyl methionine domain containing 2	*Rsad2*	NM_138881	0.016232	12.7868	4.6819
10765173	selectin, endothelial cell	*Sele*	NM_138879	0.003772	2.68122	2.22527
10910406	sema domain, immunoglobulin domain (Ig), and GPI membr	*Sema7a*	NM_001108153	0.000297	−2.20198	−2.08698
10744687	solute carrier family 13 (sodium-dependent citrate trans	*Slc13a5*	NM_170668	0.00314	4.69584	3.06774
10805335	solute carrier family 14 (urea transporter), member 1	*Slc14a1*	NM_019346	0.003031	2.6531	2.87021
10804672	solute carrier family 26 (sulfate transporter), member 2	*Slc26a2*	NM_057127	0.015372	2.17668	2.02817
10823057	solute carrier family 7 (cationic amino acid transpor	*Slc7a11*	NM_001107673	0.000438	2.11226	2.16576
10935997	SFRS protein kinase 3	*Srpk3*	NM_184045	0.002203	2.15515	2.54938
10927842	signal transducer and activator of transcription 1	*Stat1*	NM_032612	0.000288	3.0351	2.42253
10794345	sushi domain containing 3	*Susd3*	NM_001107341	8.31E-06	−2.26654	−2.62958
10821959	threonyl-tRNA synthetase	*Tars*	NM_001006976	0.000161	2.33103	2.32162
10936482	TIMP metallopeptidase inhibitor 1	*Timp1*	NM_053819	0.002114	6.19945	3.69766
10919694	transmembrane protein 108	*Tmem108*	ENSRNOT00000014519	0.002274	−2.05022	−2.23734
10762108	transmembrane protein 116	*Tmem116*	NM_001159625	0.000345	−2.39288	−2.23365
10874198	tumor necrosis factor receptor superfamily, member 9	*Tnfrsf9*	NM_001025773	0.001067	4.29073	3.16758
10774171	uridine phosphorylase 1	*Upp1*	NM_001030025	0.001233	3.84779	2.06033
10720215	zinc finger protein 36	*Zfp36*	NM_133290	0.00113	4.38522	3.47823
10935061	—		—	0.000426	2.08993	2.27601
10766724	—		—	0.001338	3.06184	3.89387
10815496	—		—	0.003018	2.12199	2.05157
10802706	—		—	0.004766	2.01494	2.94154
10937867	—		—	0.006416	2.30821	2.21384

Genes and ncRNA regulated by both Saffron light damage (LD) and LD when compared to control.. The change in expression indicates that these genes (76 genes in total including 71 coding and 5 noncoding RNAs) change in response to light damage and not the treatment paradigm.

**Table 7:** Genes and ncRNA regulated by photobiomodulation light damage and light damage.

**Probeset ID**	**Gene_assignment**	**Gene symbol**	**RefSeq**	**p-value**	**FC (LD/C)**	**FC (PBMLD/C)**
10855701	aquaporin 1	Aqp1	NM_012778	0.000296	−2.4813	−2.26193
10761128	heat shock protein 1	Hspb1	NM_031970	0.040669	5.7848	2.67409
10834613	RGD1307355	RGD1307355	NM_001107822	0.008949	2.02622	2.00283

Genes regulated by both photobiomodulation (PBM) light damage (PBMLD) and LD when compared to control. The change in gene expressions indicate that these genes (3 genes in total) change in response to light damage and not the treatment paradigm.

**Table 8:** Genes and ncRNA regulated by all groups exposed to light damage.

**Probeset ID**	**gene_assignment**	**Gene Symbol**	**RefSeq**	**p-value**	**FC (LD/C)**	**FC (PBMLD/C)**	**FC (SafLD/C)**
10889660	aryl hydrocarbon receptor	*Ahr*	NM_013149	0.000824	3.58244	2.55846	3.37031
10860951	asparagine synthetase	*Asns*	NM_013079	0.000175	3.65332	3.59864	3.94323
10770710	activating transcription factor 3	*Atf3*	NM_012912	0.000312	14.6342	7.50088	12.4135
10906024	ceramide kinase	*Cerk*	NM_001134861	0.002068	−2.29855	−2.22234	−2.5033
10832934	carbohydrate sulfotransferase 3	*Chst3*	NM_053408	0.001969	2.29346	4.51694	4.59235
10707832	chondroitin sulfate synthase 1	*Chsy1*	NM_001106268	0.00196	2.19289	2.26058	2.38502
10847932	DEP domain containing 7	*Depdc7*	NM_001029916	0.000836	6.30169	3.61235	5.17396
10800919	early growth response 1	*Egr1*	NM_012551	0.000563	3.67302	2.5765	3.72215
10886121	estrogen-related receptor beta	*Esrrb*	NM_001008516	0.001754	−5.15267	−3.39191	−5.11574
10815026	fibroblast growth factor 2	*Fgf2*	NM_019305	0.007852	3.69169	2.80573	3.69923
10787517	growth differentiation factor 15	*Gdf15*	NM_019216	0.001794	3.10005	2.16424	2.90564
10747948	glial fibrillary acidic protein	*Gfap*	NM_017009	0.000262	9.85794	5.10179	8.53628
10853554	guanine nucleotide binding protein (G protein), gamma 11	*Gng11*	NM_022396	0.005371	2.18311	2.27589	2.84574
10910562	GRAM domain containing 2	*Gramd2*	ENSRNOT00000036798	0.002852	−2.09097	−2.0499	−2.15488
10780433	interferon regulatory factor 9	*Irf9*	NM_001012041	0.000286	5.11681	2.54387	3.98553
10878112	Jun oncogene	*Jun*	NM_021835	9.06E-05	4.10045	3.36326	4.42475
10715078	kinesin family member 11	*Kif11*	ENSRNOT00000022555	0.001127	6.71624	2.93282	6.83808
10778179	kringle containing transmembrane protein 1	*Kremen1*	NM_053649	0.00126	3.11252	2.52286	2.76134
10869693	ladinin 1	*Lad1*	NM_001107942	0.00464	3.41587	2.87979	2.67287
10766809	laminin, beta 3	*Lamb3*	ENSRNOT00000008440	0.00104	−2.13971	−2.06332	−2.29965
10731493	lipopolysaccharide-induced TNF factor	*Litaf*	NM_001105735	0.000499	3.76351	3.31786	4.20289
10832646	similar to protocadherin 15	*LOC687745*	ENSRNOT00000000744	3.36E-05	2.16788	2.11147	2.13739
10797062	MAK10 homolog, amino-acid N-acetyltransferase subunit	*Mak10*	NM_133324	0.000456	2.14755	2.06752	2.46397
10863512	methylenetetrahydrofolate dehydrogenase (NADP+ depende	*Mthfd2*	NM_001109398	0.000137	3.72708	3.3414	4.70708
10855650	pleckstrin homology domain containing, family A (phos	*Plekha8*	NM_001109235	0.002149	3.46919	2.28802	3.33038
10935064	proteolipid protein 1	*Plp1*	NM_030990	0.000277	2.15787	2.17668	2.84846
10894100	phosphatidic acid phosphatase type 2c	*Ppap2c*	NM_139252	0.000148	−3.99548	−3.52564	−3.53511
10933559	protein phosphatase, EF-hand calcium binding domain 1	*Ppef1*	NM_001034935	0.000332	−2.01839	−2.93703	−3.60683
10719616	poliovirus receptor	*PVR*	NM_017076	0.003604	3.29581	2.1509	2.47285
10730098	pyrroline-5-carboxylate synthetase (glutamate gamma-semi	*Pycs*	NM_001108524	7.37E-07	2.22935	2.00815	2.70701
10910805	similar to c-myc promoter binding protein	*RGD1562639*	XR_009072	0.001046	2.29737	2.17402	2.70157
10779602	similar to hypothetical protein	*RGD1563070*	NM_001134541	0.000934	3.13062	3.00334	3.19235
10705553	similar to F-box only protein 27	*RGD1563982*	BC091204	0.007204	2.97912	2.13711	3.00821
10703144	ribosomal protein S6 kinase polypeptide 2	*Rps6ka2*	ENSRNOT00000017809	0.000693	2.66827	2.6238	2.72578
10886621	serine (or cysteine) peptidase inhibitor, clade A, mem	*Serpina3n*	NM_031531	0.003527	15.3578	5.40098	9.53535
10778620	solute carrier family 1 (glutamate/neutral amino acid tra	*Slc1a4*	NM_198763	0.000242	2.19034	2.4281	3.04173
10785326	solute carrier family 25, member 30	*Slc25a30*	NM_001013187	0.00073	6.93878	4.0298	7.26229
10831976	solute carrier family 26, member 8	*Slc26a8*	NM_001107614	0.016312	2.42603	2.62488	2.11542
10906608	solute carrier family 38, member 2	*Slc38a2*	NM_181090	0.000719	2.11022	2.05736	2.24878
10756393	solute carrier family 7 (cationic amino acid transporter,	*Slc7a1*	NM_013111	0.001003	2.25745	2.49319	2.63527
10749372	suppressor of cytokine signaling 3	*Socs3*	NM_053565	0.000246	8.40314	3.67692	7.52167
10747506	signal transducer and activator of transcription 3	*Stat3*	NM_012747	0.000753	4.09848	2.61028	3.97928
10773496	TNFAIP3 interacting protein 2	*Tnip2*	NM_001024771	0.000385	3.20709	2.40442	4.38234
10850775	tribbles homolog 3 (Drosophila)	*Trib3*	NM_144755	0.000162	2.59849	2.31869	2.98085
10859764	—		—	0.000806	3.363	2.50985	3.02341
10768826	—		—	0.005642	2.21021	2.02298	2.28881

Genes and ncRNA regulated by all groups light damage (LD), Saffron LD and photobiomodulation (PBM) LD when compared to control. The change in expression indicates that these genes (46 genes in total, including 44 coding and 2 noncoding RNAs) change in response to light damage and not the treatment paradigm.

## Discussion

The present results provide an overview of gene and ncRNA regulation associated with the neuroprotective actions of PBM and saffron. The analyses used were chosen partly to provide validation of the method, for example the hierarchical clustering analysis in Figure 2 and the microarray-PCR comparison in Figure 6. In addition, they allow a compare-and-contrast discussion of the possible actions of saffron and PBM.

The box-and-whisker presentation in Figure 3 suggests that PBM and saffron acting on the retina in the absence of a light challenge have distinct effects. Saffron has relatively little effect on the expression of genes by the retina, but when given as pretreatment to LD, saffron reduced the large changes in gene expression induced by LD. 

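Few genes that light raised were shown to be lower after saffron. Of the entities called in LD and adjusted over the list alone, Hspb1 (-1.93±0.49), Il23r (-1.12±0.28), Tal2 (-0.97±0.25) and Tubb6 (-0.99±0.23) were lower in SafLD than in LD. Over all entities Hspb1 and Il23r had adjusted p of 0.131 and 0.13. Chst3, also raised by light, passed the other way (0.89±0.21, adjusted p = 0.0395 over the list alone). Of the 136 raised entities 104 were smaller in value. Their median difference was -0.26, and -0.13 without LD 3. Over all entities Il23r was called without LD 1 (-1.58, adjusted p = 8.0e-04). Without LD 2, Tubb6 (-1.27, adjusted p = 0.00749) and Hspb1 (-2.61, adjusted p = 0.00403) were called. The interferon list lay lower in SafLD than in LD by a median of -0.38 (adjusted p = 8.2e-07, but 0.464 with an estimated correlation, and 0 genes lower when adjusted over the list alone). The NF-kB list differed by -0.30 (adjusted p = 2.2e-04, but 0.454) and the lens list by -0.87 (adjusted p = 1.7e-10, but 0.262; 6 lower, adjusted over the list alone). In LD against control and in SafLD against LD the lens list moved the same way as the inflammatory lists. In SafLD against control it did not, with a median of 0 (adjusted p = 0.995) against 0.64 in the interferon list. In saffron against control the lens list was at 0.82 and the interferon list at 0.1 (adjusted p = 0.675). The mean lens levels of LD 1, LD 2 and LD 3 were 11.02, 8.61 and 10.97. Their mean interferon levels were 6.02, 7.49 and 7.45.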

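PBM without light changed few named genes. Beside Chst3 and Ldb2, its 5 largest unnamed changes were all decreases, from -1.97 to -2.24 log2 units (adjusted p = 8.6e-04 to 0.00253). Stress genes that the light raised stayed close to control: Atf3 was 0.11±0.37 from control (adjusted p = 0.947), Hmox1 had a level of 5.11±0.08, and Ccl3 was 0.08±0.59 away (adjusted p = 0.977). Of the 39 calls in PBM, 36 were also called lower in PBMLD, against 0.0793 if independent, with controls shared. The 39 calls held 28 distinct profiles. The microglia list was lower by -0.18 (19 genes, adjusted p = 0.00186) and the NADH dehydrogenase list by -0.05 (30 genes, adjusted p = 0.00335), but not with an estimated correlation (adjusted p = 0.191 and 0.676). Without control 3 the second had an adjusted p of 0.613.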

PBM by itself had a much more significant effect on retinal gene expression than saffron, narrowing the distribution of entity expression changes and generating many “outliers.” PBM given as pretreatment to LD reduced the gene expression caused by LD toward control levels.

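Interferon and NF-kB lists lay lower in PBMLD than in LD at the preset correlation only. Icam1, which lets leukocytes adhere, lay -1.37±0.29 from LD (adjusted p = 0.058), Irf9 -1.02±0.23 (adjusted p = 0.0767) and the lipid droplet gene Plin2, picked after its value was seen, -1.19±0.28 (adjusted p = 0.0936), and none of these passed over all entities, though all did over the list of light-called entities alone (0.00391, 0.00685 and 0.00705). Without LD 1 all 3 were called (-1.68, -1.31 and -1.69; adjusted p = 0.00915, 0.00615 and 4.9e-05), and Icam1 also without PBMLD 2 (-1.65, adjusted p = 0.015). As a group the interferon list was lower by a median of -0.80 (26 genes, adjusted p = 1.9e-15; 8 lower, adjusted over the list alone; adjusted p = 0.221 with an estimated correlation). The NF-kB list was lower by -0.62 (adjusted p = 1.4e-11; 10 lower, adjusted over the list alone; 0.149 with an estimated correlation) and the glial list by -0.67 (adjusted p = 4.5e-10; 10 lower, adjusted over the list alone; 0.125). The lens list moved with them, by -0.65 (adjusted p = 1.5e-05, and 0.479 with an estimated correlation; 0.0511 without LD 1), and the pigment epithelium list by -0.55 (adjusted p = 0.00696, and 0.455; 0.0662 without LD 3 and 0.404 without PBMLD 1). The ATF4 list did not pass (adjusted p = 0.0941; 0.0144 without LD 3 and 0.0366 without PBMLD 3). Many of these genes stand in the paper's tables and are not independent evidence.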

The Venn diagram analysis allowed a logical separation of lists of genes and ncRNAs whose regulation appears to contribute to neuroprotection; it also draws attention to the prominence of ncRNAs (rather than known genes) among the entities regulated during the protective action of PBM and saffron.

### Possible mechanisms of protection against light damage

Our study builds upon previous work showing that there are global changes in gene expression due to LD [39–42] and that antioxidants can play a role in ameliorating this stress [15,17,43,61]. A direct example is *Hmox*1, which has been previously found to be a marker for light-induced stress in the retina and could be controlled by the antioxidant dimethylthiourea [43]. Our results also show a reduction in the expression of *Hmox*1in both the LD saffron and PBMLD treated samples. In contrast to these findings, a study by Sun and colleagues reported that overexpression of *Hmox*1 is protective to the retina [44]. This suggests that *Hmox*1 act as a marker for light-induced stress rather than playing a role in the etiology of the degeneration.

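Hmox1, which breaks down heme under oxidative stress, had log2 levels of 4.79±0.24 in control, 7.19±0.97 in LD, 6.37±0.60 in SafLD and 5.83±0.62 in PBMLD. It rose in LD by 2.40±0.38 (adjusted p = 0.00288) and in SafLD by 1.58±0.38 (adjusted p = 0.0345), and was 1.04±0.38 above control in PBMLD (adjusted p = 0.267). Compared with LD, it lay -1.36±0.38 away in PBMLD (adjusted p = 0.169; 0.0101 when adjusted over the list of light-called entities alone) and -0.82±0.38 in SafLD (adjusted p = 0.509; 0.312 over that list). Without LD 1 the PBMLD difference was called (-1.90, adjusted p = 0.00811), and the SafLD rise was not without any 1 array of the 2 groups but SafLD 1 (adjusted p = 0.0702 to 0.167). Over all entities the lower values after pretreatment were thus not shown to differ from LD with 3 arrays.

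**Figure D2:**
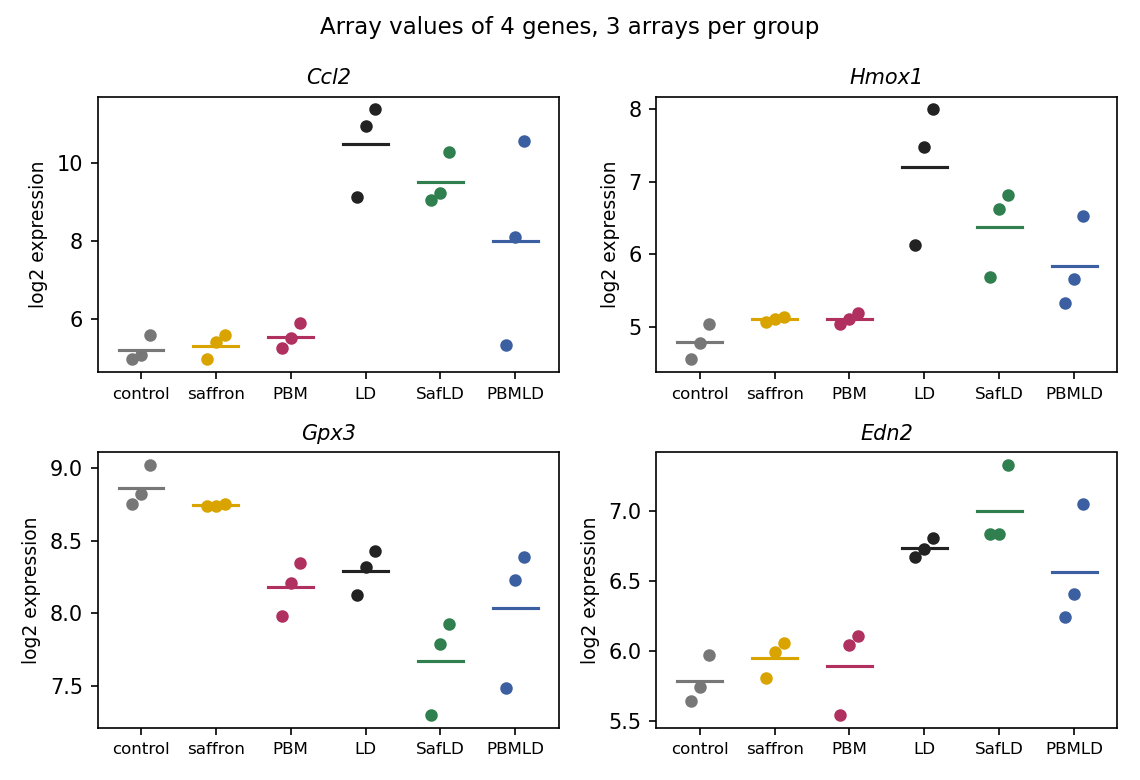
Log2 levels of Ccl2, Hmox1, Gpx3 and Edn2 in the 6 groups. Dots are arrays and lines are group means, 3 arrays per group. Data reanalysed from the study's deposited values.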

Tissue antioxidant proteins have been reported to be upregulated [13,14] or their activity increased [15] following light exposure; among others, glutathiones (Gpx1), thioredoxin-1, glutathione peroxidase, glutathione-S-transferase, and glutathione reductase have been identified in these findings. 

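Gpx3, a secreted glutathione peroxidase, had log2 levels of 8.86±0.14 in control, 8.29±0.15 in LD, 8.03±0.48 in PBMLD and 7.67±0.33 in SafLD. It lay -0.57±0.20 from control in LD (adjusted p = 0.279) and -0.83±0.20 in PBMLD (adjusted p = 0.0664), and it was lower in SafLD, by -1.19±0.20 (adjusted p = 0.00337). PBM alone stood at 8.18±0.19 (adjusted p = 0.251) and saffron alone at 8.74±0.01. SafLD lay -0.62±0.20 from LD (adjusted p = 0.278), away from the control level. PBMLD lay -0.26±0.20 from LD (adjusted p = 0.65), and 0.01 from it without PBMLD 1 (arrays at 7.49, 8.23 and 8.39). Without PBMLD 3 the PBMLD decrease was called (-1.01, adjusted p = 0.0369).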

In the present study, we found Gpx3 gene expression showed a reduction in the LD animals. Both saffron and PBM mitigated the changes in gene expression following LD, suggesting that both saffron and PBM have a direct regulatory effect on tissue oxidative protection.

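The metallothioneins, which bind metals and oxidants, were raised by light: Mt1 rose by 1.86±0.35 in LD (adjusted p = 0.0113) and 1 Mt2A probe set by 3.05±0.40 (adjusted p = 5.6e-04). In SafLD they stood 1.58 and 2.35 above control. Mt1 was not called in LD without control 2, LD 2 or LD 3 (adjusted p = 0.0522 to 0.0885). The list of 25 antioxidant genes did not pass in LD against control (median 0.02, mean 0.27, adjusted p = 0.116; 5 higher and 1 lower, adjusted over the list alone) or in SafLD (adjusted p = 0.747). Without LD 3 the LD list passed (adjusted p = 0.0229) with a median of -0.09, although the mean levels of LD 1 and LD 2 (8.70 and 8.90) lay above those of all controls (8.45 to 8.64). Compared with LD it was lower by -0.17 in PBMLD (adjusted p = 3.7e-04, but 0.403 with an estimated correlation and 0.35 without PBMLD 1) and by -0.15 in SafLD (adjusted p = 0.00672, but 0.511 with an estimated correlation and 0.107 without LD 2). The paper proposes a direct effect on oxidative protection, which these lists do not test.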

Another possible protective mechanism involved in saffron and PBM treatment is through the reduction of inflammation due to the downregulation of chemokine (C-C motif) ligand 2 (*ccl2*). 

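Ccl2 lay -2.49±0.84 log2 units from LD in PBMLD (adjusted p = 0.277; 0.0223 when adjusted over the list of light-called entities alone) and -0.97±0.84 in SafLD (adjusted p = 0.76). Ccl3 lay -2.18±0.59 away in PBMLD (adjusted p = 0.155; 0.00971 over that list) and -1.14±0.59 in SafLD (adjusted p = 0.561). As a group, 24 chemokine and cytokine genes were lower than in LD by a median of -0.48 in PBMLD (adjusted p = 7.3e-07; 3 lower, adjusted over the list alone) and -0.25 in SafLD (adjusted p = 6.2e-04), but not with an estimated correlation (adjusted p = 0.403 and 0.562). Without LD 3 the SafLD list difference had an adjusted p of 0.16. Without PBMLD 2 the PBMLD difference in Ccl2 was called (-3.77, adjusted p = 0.0141). Of the 24 genes 10 stand in the paper's tables, so the list is not independent evidence.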

CCL2 has been found to play an important role in inflammation by inducing leukocyte recruitment and activation [45] [46]. It has been shown to be elevated in many degenerative diseases of the central nervous system, such as multiple sclerosis [47], Alzheimer disease [48], Parkinson disease [49], and amyotrophic lateral sclerosis [50]. In the eye, *ccl2* has been shown to play a role in the development of retinal degeneration; ccl2-deficient mice develop age related macular degeneration (AMD) like symptoms [51]. 

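Group levels of Ccl2 were 5.22±0.32 in control, 10.49±1.19 in LD, 9.52±0.65 in SafLD and 8.00±2.61 in PBMLD, with 5.56 in PBM and 5.33 in saffron. SafLD stayed 19.6-fold above control (adjusted p = 0.00998; 0.0707 without SafLD 3). PBMLD stood 6.85-fold above control (adjusted p = 0.171), and without PBMLD 1 its rise was called (4.11, adjusted p = 0.00272). Among the pretreated arrays PBMLD 1 alone was near the control level. Cell death was not measured by these arrays, so its relation to Ccl2 was not examined.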

Our results suggest that reducing *ccl2* levels to near control levels has a direct correlation with the amount of cell death. Further investigation into the role of *ccl-2* in LD in the retina is required.

### Different forms of neuroprotection: contrasts in entity expression

LD was used in this study as an assay of the protected/vulnerable status of photoreceptors. It is relevant to recall, however, that exposure to light also involves a neuroprotective action [52,53]. Prior light experience regulates photoreceptor vulnerability to light; both ambient light experienced over long periods and a briefer exposure to very bright light upregulate mechanisms that protect the photoreceptors from a subsequent light challenge.

Recently, we [54] drew a distinction among preconditioning pretreatments that make photoreceptors resistant to LD. The distinction was between pretreatments that damage photoreceptors (examples being light [above] or hypoxia [55]) but nevertheless protect surviving photoreceptors against subsequent stress, and pretreatments that are protective without themselves damaging photoreceptors (examples being saffron [24] and PBM [28,29]). The present results show that the regulation of entity expression associated with light is very different from that associated with a nondamaging pretreatment in at least two ways. 

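Light raised most of the genes it moved, and the genes it lowered included photoreceptor genes. Recoverin (Rcvrn) was lower by -0.71±0.12 log2 units (adjusted p = 0.00337), phosducin (Pdc) was lower by -0.61±0.14 (adjusted p = 0.0413) and the outer segment gene Rom1 by -0.79±0.17 (adjusted p = 0.0282), each under 2-fold, while Fscn2 rose by 0.84±0.14 (adjusted p = 0.00476). Pdc was above 0.05 without any 1 array of the 2 groups but LD 1 (adjusted p = 0.112 to 0.245), and Rom1 without any 1 control array or LD 3 (0.0602 to 0.145). The rod phototransduction list was lower by -0.28 in LD (18 genes, adjusted p = 3.1e-07; 5 lower, adjusted over the list alone), -0.24 in PBMLD (adjusted p = 1.6e-05) and -0.22 in SafLD (adjusted p = 9.0e-05), but not with an estimated correlation (adjusted p = 0.203, 0.262 and 0.314). The photoreceptor structure list was lower by -0.30 in LD (20 genes, adjusted p = 1.3e-05, but 0.454 with an estimated correlation; 3 higher and 10 lower, adjusted over the list alone). No gene of the rod phototransduction list stands in the paper's tables, and 3 of the photoreceptor structure list do.

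In LD the cytochrome c oxidase and ATP synthase (median -0.16, adjusted p = 0.00189), NADH dehydrogenase (-0.15, adjusted p = 0.0106), ganglion cell (-0.25, adjusted p = 0.0106) and amacrine and horizontal cell (-0.25, adjusted p = 0.0112) lists passed only at the preset correlation (adjusted p = 0.626, 0.704, 0.536 and 0.481 with an estimated correlation). Without LD 3 the ganglion cell and amacrine lists had adjusted p of 0.293 and 0.526, without control 2 the amacrine list had 0.14, and without control 3 the oxidase and dehydrogenase lists had 0.326 and 0.867. The cone (adjusted p = 0.0561), bipolar (0.0985), complement (0.117), pigment epithelium (0.151), Muller cell (0.168), circadian (0.366), endothelial (0.546), blood (0.561), sterol (0.678) and microglia (0.875) lists did not pass in LD. The cone list passed without control 1 (0.017), LD 1 (0.0255), LD 2 (0.0287), saffron 2 (0.0471), PBMLD 3 (0.0414), SafLD 1 (0.0402) or SafLD 3 (0.0473), the bipolar list without control 1 (0.032), the complement list without LD 1 (0.036), the pigment epithelium list without control 1 (0.0167) or LD 2 (0.0391) and the Muller cell list without control 3 (0.0409) or LD 1 (0.0185).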

First, light regulates principally known genes, upregulating them; by contrast, PBM and saffron regulate large numbers of ncRNAs, mainly downregulating them.

### How does saffron act?

The data provide some insight into how saffron acts to protect photoreceptors against LD in the present experiments. A simple, “direct action” hypothesis for the action of an antioxidant is that it does not interact with cells, but rather acts as a direct antioxidant, shortening the lifespan of reactive oxygen species, and reducing the damage they cause. This hypothesis would predict that saffron has little effect on retinal gene expression, and this prediction is not contradicted by the list of entities (data not shown) whose expression was regulated significantly by saffron without LD. The list is short (12 known genes, 5 ncRNAs), and only one entity (an ncRNA) was regulated more than threefold. 

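No entity was called in saffron against control by limma (0 called; 47 at unadjusted p below 0.05 and more than 2-fold), and the methods' t-test, unadjusted, gave 26, of which 10 were named and 16 unnamed. Gfap stood 0.45±0.27 log2 units above control (adjusted p = 0.989), and Enpp6 -1.45±0.67 from it (adjusted p = 0.989). By the methods' t-test 4 of the 26 were past 3-fold, all of them unnamed. The lens list was higher in saffron by 0.82 (16 genes, adjusted p = 6.7e-08), the ganglion cell list lower by -0.33 (12 genes, adjusted p = 1.6e-05) and the amacrine and horizontal cell list lower by -0.34 (13 genes, adjusted p = 3.1e-05), but none with an estimated correlation (adjusted p = 0.397, 0.262 and 0.243). The circadian, sterol, bipolar, immediate early, tRNA synthetase and endothelial lists were also lower (adjusted p = 0.00113 to 0.0358). None of them passed with an estimated correlation (adjusted p = 0.169 to 0.573). The circadian, bipolar, immediate early, tRNA synthetase and endothelial lists were also lost when certain single arrays were left out. No single gene of any of these lists passed over all entities. Small changes are easily missed with 3 arrays per group.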

The “direct action” hypothesis appears to be contradicted, however, by the large number of genes and ncRNAs which were significantly regulated by LD, and whose regulation was reduced significantly by saffron preconditioning (Table 2); and by the large number of genes and (especially) ncRNAs whose expression was significantly regulated by saffron when given as pretreatment to LD (Table 3 and Table 4). 

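Unnamed entities were lower in SafLD than the changes with saffron alone and with light alone add up to. This difference, of the change from LD to SafLD and that from control to saffron, was called for 41 entities, all of them unnamed and lower, and the largest was -3.62±0.46 (adjusted p = 7.3e-04). Over the 39 unnamed entities of Table 3 its median was -2.52, with 26 called. For PBM, after which the same 39 entities were lower with or without light, the median was -0.42 with 0 called, and over all entities 2 were called, Ldb2 (1.18±0.16, adjusted p = 0.0303) and an unnamed entity (-1.35±0.20, adjusted p = 0.0418). The lens list also carried this difference for saffron (-1.87, adjusted p = 4.9e-17; 14 lower, adjusted over the list alone; adjusted p = 0.346 with an estimated correlation). Without LD 2 the saffron count was 118, and the highest count in another split of the arrays was 40. Whether saffron or the handling of the arrays made this difference was left open. The paper weighs direct antioxidant action of saffron against action through gene expression, and rests the second on light-regulated entities that changed less after saffron (Table 2) and on those regulated in SafLD (Tables 3 and 4).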

As already noted (Figure 5), a large proportion of the entities regulated in these two ways by saffron are ncRNAs, and further understanding of the protective action of saffron will require understanding of the roles of these sequences.

With known genes, the present data allow mechanisms of saffron-induced protection to be postulated for further study. As an example, one of the genes whose expression is upregulated specifically by saffron as part of its protective action against LD (Table 4) is *endothelin 2*. 

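Edn2, endothelin 2, which stressed photoreceptors release, had log2 levels of 5.78±0.17 in control, 6.73±0.07 in LD, 7.01±0.28 in SafLD and 6.57±0.43 in PBMLD. It rose 2.34-fold in SafLD (1.23±0.20, adjusted p = 0.00252), and it lay 0.95±0.20 above control in LD (adjusted p = 0.024, under 2-fold) and 0.79±0.20 in PBMLD (adjusted p = 0.0791). SafLD differed from LD by 0.27 (adjusted p = 0.698). Saffron alone had a level of 5.95 and PBM alone 5.90. Without control 3 the LD rise passed 2-fold (1.05, adjusted p = 0.0441), so the gene changed list on a small margin.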

Expression of this gene is associated with the upregulation of the protective/trophic factor fibroblast growth factor-2 (FGF-2), which is known to be protective against photoreceptors [56–58]. 

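Fgf2 stood at 6.05 in control, 8.02 in LD, 7.94 in SafLD and 7.65 in PBMLD, so it was as high without saffron as with it (-0.08±0.37 for SafLD against LD, adjusted p = 0.972). Lif, a cytokine that links photoreceptor stress to Muller cells and Edn2, stood at 5.18, 7.72, 7.80 and 6.90±1.75. It rose by 2.54±0.57 in LD (adjusted p = 0.041) and 2.61±0.57 in SafLD (adjusted p = 0.0205). SafLD differed from LD by 0.07 (adjusted p = 0.985) and PBMLD differed from LD by -0.82 (adjusted p = 0.611). The Lif call was lost in LD without any 1 array of the 2 groups but LD 1 (adjusted p = 0.113 to 0.179). It was lost in SafLD without any but SafLD 1 (0.0527 to 0.119). The estimates in these fits were 2.19 to 2.63 in LD and 2.27 to 2.78 in SafLD. In PBMLD Lif was called without PBMLD 1 (2.51, adjusted p = 0.0211).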

Upstream from *endothelin 2*, leukemia inhibitory factor is known to upregulate *endothelin 2* as part of the Jak/Stat pathway [59]; leukemia inhibitory factor expression has recently been shown to be protective to photoreceptors in the rat LD model [59]. Given the number of genes/entities involved, much detailed work will be required to define the mechanisms of the saffron-induced protection of photoreceptors.

### How does photobiolmodulation act?

Previous analyses of the neuroprotective action of PBM [29,35,60] have suggested that the energy of the radiation is absorbed by the mitochondrial enzyme cytochrome oxidase, which serves the key role of sequestering oxygen from the tissue for oxidative phosphorylation pathways, and the production of adenosine-5'-triphosphate (ATP). The result includes restoration of toxin-induced loss of ATP production and increased cell viability. Several studies suggest that the absorption of PBM upregulates intracellular pathways governing the redox state of the cell (reviewed [35]).

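Of the 39 calls in PBM without light, 38 were lower. Named stress genes of the light response were close to control after PBM alone: Serpina3n was 0.38±0.57 away (adjusted p = 0.866) and Gfap 0.25±0.27 (adjusted p = 0.79). After light, PBM left Atf3 7.37-fold above control (adjusted p = 3.8e-04) and Asns, Trib3 (1.29) and Gdf15 (1.18) raised. The bipolar, cytochrome c oxidase and ATP synthase, and circadian lists were lower after PBM by -0.06, -0.13 and -0.09 (adjusted p = 0.00756, 0.00649 and 0.0403), but not with an estimated correlation (adjusted p = 0.251, 0.676 and 0.626). The bipolar list was lost without control 2 (0.139) or PBM 3 (0.052), the oxidase list without control 3 (0.476) and the circadian list without control 1 (0.094), control 2 (0.342) or PBM 3 (0.193). By the methods' t-test 90 entities were called in PBM, 8 named and 82 unnamed.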

The present results confirm that PBM, given without LD, changes retinal gene expression in a significant number of entities, and that, given as a pretreatment to LD, PBM (like saffron) changes the expression of a large numbers of entities, reducing the LD-induced regulation of many (Table 2 and Table 3) and regulating many not affected by LD (Table 5). PBM, like saffron, appears to regulate many intracellular pathways when given as a pretreatment. As with saffron, a large proportion of the entities regulated by PBM are ncRNAs, and further understanding of the protective action of saffron will require understanding to the roles of these sequences.

### Neuroprotection: multiple pathways

The present results add to the knowledge of the mechanisms by which photoreceptors, and presumably other neurons, can be protected from degeneration. The present analysis of the action of saffron suggests that its action is more than that of a direct antioxidant; rather, saffron appears to interact very significantly with gene expression. Saffron is a complex of molecules [25] that includes powerful antioxidants, as well as a range of bioactive molecules. Which of these potentially active molecules, or which combination of them, accounts for the neuroprotective action of saffron remains to be determined.

PBM seems to act through at least two pathways, by reducing inflammation and by reducing oxidative damage. Future investigation of the ncRNAs regulated by PBM and saffron could reveal further clues to their mechanism of protection.

How the deposited data were processed for this re-analysis (not part of the article)

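Retinal RNA was measured on 18 Affymetrix rat Gene 1.0 ST arrays, 3 for each of 6 groups: control, saffron, PBM, LD, SafLD and PBMLD. The paper states 4 animals per group, 2 male and 2 female; the labels give 3 arrays per group and no sex for an array. The deposited values are log2 intensities, 1 per probe set and array, which the authors made with RMA (background correction, quantile normalization, median polish); the submitters' processing notes name Affymetrix Expression Console 1.1.2800.19935, and the paper names other programs for its own comparisons. Background correction and probe summarisation cannot be redone from the summarised table, and scan dates and slides are not given in it, so these steps were taken as they are. The genome build is not given in the sources used here. The values ran from 1.37 to 14, with array medians from 6.12 to 6.19, and no array was left out.

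The table held 29214 probe sets, of which 15310 had 1 gene symbol in the platform table, 323 had several and 13581 had none; the 1618 with the lowest numbers are identified by no table. Symbols were matched by probe set number. For 28 probe sets without a symbol the paper's tables give a name, and counts are given with and without these names. Of the 316 entries of the paper's tables, 217 had a name and 99 had none. Where a gene had several probe sets, the brightest was used.

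Differences were fitted with limma 3.58.1 in R 4.3.3 on all arrays at once, with 12 residual degrees of freedom and a moderated prior of 5.05, two-sided. A probe set was called when its adjusted p (Benjamini-Hochberg over all probe sets) was below 0.05 and its fold change was more than 2. The comparisons were LD, PBM, saffron, PBMLD and SafLD against control, PBMLD and SafLD against LD, and for each pretreatment the difference between its effect with and without light. Variation over the 6 groups was tested with the moderated F test and the same limits. Box plot values used whiskers of 1.5 interquartile ranges. Groups of arrays were compared with exact tests, two-sided. Distances were Euclidean over all probe sets, with average linkage. The correlation over Table 3 was set against 1000 simulated draws in which groups without change shared the control arrays, from resampled residuals (seed 20100701). Other splits of the arrays were run in full where few and otherwise drawn 100 times. The fit was tested on altered values with planted changes.

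The genes named in the text follow a rule fixed before the values were opened: all genes the paper names as measured, for each comparison the 10 largest called increases and decreases among named genes whose groups did not overlap, the 5 largest unnamed changes, the 3 largest of each table of the paper, and for each gene list the members with the largest change. Other genes named in the text come from the paper's tables or were read off as examples after the values were seen. Some genes of the paper's tables are not reported here. The 30 gene lists were also fixed before: chemokines and cytokines, interferon response, gp130 signalling, NF-kB signalling, immediate early genes, amino acid and ATF4 response, tRNA synthetases, antioxidant defence, heat shock, glial reaction, Muller cells, rod phototransduction, photoreceptor structure, cone, bipolar, amacrine and horizontal, ganglion, microglia, endothelial, pigment epithelium, lens and blood markers, complement, apoptosis, matrix remodelling, cytochrome c oxidase and ATP synthase, NADH dehydrogenase, circadian clock, sterol synthesis, and Y-linked genes. Lists were tested with camera at a preset correlation of 0.01, adjusted over lists and comparisons, and again with the correlation estimated for each list. Of the 7 Y-linked genes 1 was measured, so that list was not tested.

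Alternatives set before the values were opened were the methods' t-test, unadjusted and adjusted, a fit of the 2 compared groups alone, a variance trend with robust fitting, array weights, no fold limit, median centring, quantile normalization and cyclic loess of the deposited values, the leaving out of dim probe sets, the replicate number as a block (statmod 1.5.0 was loaded for the fits), and each array left out in turn. Those chosen after seeing the data left out the 1618 unidentified probe sets, left out the probe sets from 10722375 to 10722481, and, for nearest arrays, left out lens and pigment epithelium markers with the most variable probe sets. The RT-PCR and tissue counts of the paper were not analysed here.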

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

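The tests of a run of probe sets, of effects present before light, of a shared batch, of lens and pigment epithelium and of 1 PBMLD array were chosen only after the result was seen; the other tests were written before.

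The 39 unnamed entities of Table 3 were low in PBM, PBMLD and SafLD and not in saffron or LD. The median correlation between their deviations from group means was 0.62, against a median of 0.01 and a 95th percentile of 0.08 in random sets, so they may largely be 1 run of related probe sets counted many times (0.74 inside the run, 0.36 for the 14 entities outside it). With PBM the decrease was already present without light, at 0.83 of that with it, and with saffron it was not, at -0.26. These ratios restate the medians that define the pattern, so they are no separate test of it. A preparation or hybridization batch shared by PBM, PBMLD and SafLD cannot be told apart from a biological effect, as no label gives a batch, and the labels say that some RNAs were DNase treated without saying which: the parting of these groups from the rest called 82 entities outside the list, the parting by light 122 and the next 20. Of the 82, 61 lay outside the run too and 11 had a symbol.

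Some arrays stood apart within their groups, PBMLD 2 most of all. For that array carry-over of lens is excluded, because its lens level was -1.22 from the higher of the other 2, beyond the spread within groups. Carry-over of pigment epithelium stays open for it, since its level was the highest of its group, by 0.34. The limit that parts these 2 answers was set after the values were seen. For PBMLD 1 lens stays open: its level was 10.17, above 8.95 and 9.05 in the other 2. It also stays open for the saffron arrays, with levels of 10.25, 9.56 and 9.30. In LD the level was 11.02 and 10.97 in LD 1 and LD 3, above 8.61 in LD 2. The distances did not follow it: LD 1 lay 50.1 from LD 2, and LD 3 lay 68.1 from LD 1, its nearest array. For the LD arrays these values argue against lens as the main source of the spread. Dim probe sets are excluded too, because 7 arrays still had their nearest array in another group without the probe sets below the median level. No biological explanation was tested, since sex and litter are not given per array.

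Light-called entities were smaller after PBM and after saffron. Selection of entities on the LD arrays could account for part of it: the median difference between PBMLD and LD was -0.70 over entities called in LD but -0.14 over 39 named entities called higher in PBMLD, and between SafLD and LD it was -0.26 and, over 105 named entities called higher in SafLD, 0. Without LD 3, an LD array with a larger response, the median difference was -0.57 for PBMLD and -0.13 for SafLD. Without PBMLD 1, a PBMLD array with a smaller response, it was -0.54 for PBMLD. Both PBMLD values stayed below 0, so neither array by itself carried all of the measured difference for PBMLD. The medians of single arrays still overlapped between the groups (up to 1.31 in PBMLD, from 1.17 in LD), so a share of either array is not excluded. That pretreatment lowers the light response was tested entity by entity. Of the raised entities 4.41% were lower in PBMLD at the adjusted limit, and 82 of the 136 were when adjusted over the list alone. Without LD 1 the count over all entities was 84, but it is not a share of the 136. It comes from the longer list of entities, raised and lowered, that were called in LD without that array. The share of each of these explanations cannot be told with 3 arrays per group.

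Other splits of the same arrays are too few to judge a comparison of 3 arrays with 3, with 10 splits each, of which 1 (the real one) reached the count. The real count and the highest other were 155 and 0 for LD against control, 39 and 0 for PBM, 107 and 1 for PBMLD, 269 and 0 for SafLD, 63 and 51 for PBMLD against LD, and 75 and 14 for SafLD against LD. For saffron against control the real count was 0, all 10 splits reached it and the highest other was 1. For entities varying over the groups 1 of 100 splits, the real one, reached 420, and the highest other was 96.

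The light response differed with saffron feeding in 41 entities by a direct test of the difference (highest other split 40; 1 of 100 splits reached it). It differed with PBM in 2 entities (highest other split 14; 3 of 100 reached it). Of genes with no probe set in the tables of the paper, 4 were called in LD: Serpinb2 (2.84±0.64), Cebpd (1.52±0.20), Plin2 (1.20±0.28) and Klf11 (1.01±0.14). Of such genes 6 were called in SafLD, among them Cebpd (1.21±0.20), Gen1 (1.17±0.25), Klhl29 (1.03±0.20), Riox2 (1.02±0.20) and Ptgs2 (1.00±0.14). Serpinb2 (adjusted p = 0.115 to 0.189) and Plin2 (0.131 to 0.277) were not called without any 1 array of the 2 groups but LD 1, nor Gen1 without control 2, control 3, SafLD 2 or SafLD 3 (0.0567 to 0.0936). Klf11 was under 2-fold without control 1, control 2, LD 2 or LD 3 (0.92 to 0.99), Klhl29 without control 3, SafLD 2 or SafLD 3 (0.87 to 0.98), Riox2 without control 1 or SafLD 1 (0.82 and 0.94) and Ptgs2 without control 2, control 3 or SafLD 3 (0.92 to 0.99).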

How the results depend on the processing

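The alternatives without the probe sets 10722375 to 10722481, without the unidentified probe sets and, for nearest arrays, without lens, pigment epithelium and variable probe sets were tests chosen after seeing the data; all others were set before. No called gene, and no list that passed in both settings, turned its direction. Medians of lists that passed in 1 setting could turn: without control 3 the NADH dehydrogenase list was at 0.05 in PBM (adjusted p = 0.613), and without LD 3 the antioxidant list had a median of -0.09 in LD (adjusted p = 0.0229), although the mean levels of the other 2 LD arrays lay above all controls. Where a count moved by more than 1.5 times, the cause was not tested, except that a smaller number of arrays or probe sets follows from the setting itself. Among values of named genes under the alternatives, 2329 kept their side of the limit, 164 were weaker and 13 stronger; with 1 array left out the numbers were 1105, 136 and 19. For list shifts they were 1229, 160 and 25, and 3507, 75 and 72. Re-scaling the arrays moved the median of all entities by 0.04 at most. The Y-linked covariate was not run, because 1 of 7 genes was measured.

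With the methods' t-test, entities called numbered 90 in PBM vs control, 26 in saffron vs control, 164 in PBMLD vs control, 124 in PBMLD vs LD and 174 in SafLD vs LD; LD-called entities lower in size numbered 22 after PBM and 6 after saffron, and 82 were called in PBMLD and SafLD but not LD. By the study's definition, a call lost against control, the numbers were 139 after PBM and 51 after saffron, which is not a test against LD. With the methods' t-test and Benjamini-Hochberg the counts were 0 in LD, 6 in PBM, 0 in PBMLD, 5 in SafLD, 0 in PBMLD vs LD and 0 in SafLD vs LD, 0 lower after PBM, 0 shared by PBMLD and SafLD but not LD, and 0 of the genes of Fig. 6. With 2 groups only in the fit, 1 entity was called in saffron, 35 in PBMLD vs LD and 48 in SafLD vs LD. Array weights gave 86 in PBM, 168 in PBMLD, 161 in SafLD vs LD and 102 for the interaction of pretreatment and light, saffron. Without a fold limit 325 were called in LD, 220 in PBMLD and 817 in SafLD. Of LD-called entities lower in size after PBM (6 in the fit used), 2 were left with quantile normalization and 3 with cyclic loess, which gave 1 after saffron (0 in the fit used) and 0 for the interaction with PBM. Entities varying over the 6 groups were 247 with an ordinary analysis of variance, adjusted. The correlation over Table 3 was 0.97 without below-median probe sets, 0.83 over the 39 without a symbol, 0.99 over the 9 with one and 0.49 with separate baselines. Of the list shifts 5 held with an estimated correlation. The box plot median minus control was 0.59 in LD, -0.12 in PBM and 0.54 in SafLD with the control mean as reference, and -0.20 in PBM, 0.03 in PBMLD and 0.30 in SafLD on the list from an ordinary analysis of variance. Without the probe sets 10722375 to 10722481, 5 were called in PBM, 68 in PBMLD, 11 in PBMLD vs LD and 16 in SafLD vs LD.

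With 1 array left out, entities called in LD ranged from 91 (without LD 3) to 293 (LD 1), in PBMLD from 73 (control 1) to 165 (PBMLD 2), in SafLD from 150 (SafLD 3) to 291 (SafLD 1), in PBMLD vs LD from 42 (PBMLD 3) to 146 (LD 1) and in SafLD vs LD from 38 (SafLD 2) to 123 (LD 2). The interaction with PBM ranged from 0 (control 1) to 7 (LD 1) and with saffron from 37 (control 1) to 118 (LD 2). LD-called entities lower in size ranged from 0 (control 3) to 84 (LD 1) after PBM and from 0 to 31 (LD 2) after saffron, entities in PBMLD and SafLD but not LD from 38 (control 1) to 78 (LD 3), and the correlation over Table 3 from 0.93 to 0.96. As a check on pairing, 45 pairs of arrays with the same replicate number had a mean residual correlation of -0.03 (-0.39 to 0.31, 10 above 0.1), and 5 of 18 arrays correlated best with their own number; with the number as a block, the interaction with PBM called 0, LD-called entities lower in size were 10 after PBM and 1 after saffron.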

Differences from the paper's values

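Of the tests in this part, that of Fabp5 with the lens list was chosen after the result was seen. Counts use the paper's fold limit of 2 and p limit of 0.05, with p adjusted here and the paper stating no adjustment; probe sets named only by the paper count as named.

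The paper gives 83 ncRNAs regulated in SafLD and 125 unnamed entities were called here; within 1.5 times of the paper are the variance trend with robust fitting, quantile normalization, cyclic loess, both filters on dim probe sets, the replicate block and the leaving out of each control or SafLD array, and the others are not. In saffron the paper gives 12 known genes and 5 ncRNAs, against 0 and 0 here; the methods' t-test comes within the paper's 12 and no alternative within its 5. The paper gives 1 entity over 3-fold in saffron, against 0 here; the fit of 2 groups only comes within it and the others do not. The paper gives 6 ncRNAs in LD only, against 3 here; 2 groups only, array weights, median centring, quantile normalization, cyclic loess, the milder filter on dim probe sets, the block, and leaving out LD 2, PBMLD 1, PBMLD 2 or SafLD 2 come within it, and the others do not.

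In SafLD only the paper gives 74 entities, against 112 here; the variance trend, median centring, quantile normalization, cyclic loess, both filters, the block, and leaving out control 1, control 3, LD 1 or SafLD 2 come within it, and the others do not. Of these the paper counts 37 ncRNAs, against 73 here; both filters and leaving out control 1, control 3, SafLD 1 or SafLD 2 come within it. In PBMLD only the paper gives 19 entities, against 12 here, and 10 ncRNAs, against 5 here. For the 19, quantile normalization, both filters, and leaving out LD 3, PBMLD 1, PBMLD 3 or any SafLD array come within it; for the 10, no fold limit, both filters and the same arrays do; the others do not. The paper's list of entities varying over the groups has 187, against 420 here; the ordinary analysis of variance, adjusted, comes within it (247) and the others do not.

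The paper gives 12 entities above the whiskers in LD, against 21 here, and 0 outside them in PBMLD, against 2 here; the control mean as reference comes within both, and the ordinary analysis of variance list does not. For Znf622 in LD the paper's fold is 2.11, against 1.59 here; leaving out control 1 comes within it. For unnamed 10722431 in PBMLD the paper's fold is -2.28992, against -2.51 here; quantile normalization, cyclic loess and leaving out control 2, PBMLD 1 or PBMLD 3 come within it. For unnamed 10722387 in PBMLD the paper's fold is -2.62369, against -3.43 here, and for unnamed 10766722 in SafLD 2.60553, against 3.1 here; no alternative comes within either. For Ccl3 in SafLD the paper's fold is 9.71154, against 8.07 here; leaving out control 2 or SafLD 1 comes within it. For Susd3 in SafLD the paper's fold is -2.62958, against -2.49 here; median centring and leaving out control 3 or SafLD 3 come within it. In each of these the alternatives not named do not. Over all table entries no fold differed in sign (175 in LD, 116 in PBMLD and 244 in SafLD, with correlations of 0.998, 0.999 and 0.999).

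The paper states that nearly all arrays cluster with their own group; 11 of 18 had their nearest array there, and 16 did on the list varying over the groups. It places PBMLD 1 with PBM, as found here, and SafLD 1 with PBMLD, while SafLD 1 was nearest to SafLD 2 here and PBMLD 3 was also nearest to a PBM array. It states that the light-exposed groups cluster together. With average linkage LD joined control and saffron, at 48.1. With complete linkage LD joined SafLD, at 46.8, and with centroid linkage LD joined last. It states that every entity of Table 2 was raised by light; 41 were higher and 9 lower, and the paper's own folds have the same signs as those here. It states that the Gpx3 change in light was mitigated; Gpx3 was at 8.29 in LD, 8.03 in PBMLD and 7.67 in SafLD, with 8.86 in control. Neither passed against LD (adjusted p = 0.65 and 0.278), and without PBMLD 1 the PBMLD difference from LD was 0.01. It names Smarcad1 as regulated by saffron in the light assay; Smarcad1 differed by 0.29 (adjusted p = 0.32), and Smarcd1, in Table 4, by -1.10 (adjusted p = 9.6e-04). It names Fabp5 as regulated by saffron; Fabp5 was not called (saffron 0.76, adjusted p = 0.989), and without LD 2 it was called in LD (2.02) and against LD in both SafLD (-2.24, adjusted p = 3.6e-04) and PBMLD (-1.81), while it followed the lens list over the arrays (correlation 0.95). It states a reduction of Hmox1 after both pretreatments and relates Ccl2 levels reduced to near control to cell death; Hmox1 lay -1.36 and -0.82 from LD in PBMLD and SafLD (adjusted p = 0.169 and 0.509, or 0.0101 and 0.312 over the light-called list; called for PBMLD without LD 1), and Ccl2 was at 8.00 in PBMLD and 9.52 in SafLD, with 5.22 in control. It states fewer known genes regulated after both pretreatments; there were 55 in PBMLD and 144 in SafLD, with 144 in LD.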

Other observations

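Of the tests here, those of the run of probe sets and of Fabp5 with the lens list were chosen after the result was seen, and some of the genes were picked after their values were seen. Genes of the ATF4 list were raised in every light group. Slc7a1, an arginine carrier, was above control by 1.13 in LD, 1.36 in PBMLD and 1.41 in SafLD, and Gdf15, a stress-induced cytokine, by 1.65, 1.18 and 1.59. Iars1, a tRNA synthetase, was 1.13 above control in PBMLD and 1.09 in SafLD, and Mars1 was 1.14 above it in SafLD. Without control 3 Iars1 was under 2-fold in PBMLD (0.96) and SafLD (0.92), and so was Slc7a1 in LD, just under it; Iars1 in SafLD was also just under it without SafLD 2.

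Some genes of inner retinal neurons were lower in SafLD than in control beside Gng13, each under 2-fold, and the ganglion and bipolar lists did not pass with an estimated correlation (0.203 for bipolar). Among ganglion cell genes Sncg was at -0.80 (adjusted p = 0.0473) and Stmn2 at -0.63 (adjusted p = 0.0291), and among bipolar genes Pcp2 was at -0.69 (adjusted p = 0.0131). The NADH dehydrogenase genes Ndufb7 (-0.70), Ndufb10 (-0.73) and Ndufs8 (-0.74) and the clock genes Dbp (-0.56, adjusted p = 0.0249), Tef (-0.52) and Bhlhe41 (-0.69, adjusted p = 0.0192) were lower in the same group. The clock list as a whole had an adjusted p of 0.0121, and 0.563 with an estimated correlation; without control 2 it was 0.131 and without SafLD 1 it was 0.211. Sncg (adjusted p = 0.0795 to 0.168) and Stmn2 (0.0502 to 0.118) were above 0.05 without any 1 of the 6 arrays, Dbp without any but SafLD 2 (0.0657 to 0.125), Pcp2 without control 3, SafLD 2 or SafLD 3 (0.0681 to 0.0792) and Bhlhe41 without control 1, control 2, SafLD 1 or SafLD 3 (0.0601 to 0.0875).

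Of the 29214 probe sets, 320 had values identical to those of another on every array, and 24 of the 54 in the run from 10722375 to 10722481 did. Array weights were lowest for PBMLD 2 (0.267) and LD 3 (0.362). The paper states 4 animals per group, and 3 arrays per group were present.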
